# Six3 and Six6 jointly control diverse target genes in multiple cell populations over developmental trajectories of mouse embryonic retinal progenitor cells

**DOI:** 10.1371/journal.pone.0308839

**Published:** 2024-10-24

**Authors:** Alexander Ferrena, Xusheng Zhang, Rupendra Shrestha, Deyou Zheng, Wei Liu

## Abstract

How tissue-specific progenitor cells generate adult tissues is a puzzle in organogenesis. Using single-cell RNA sequencing of control and Six3 and Six6 compound-mutant mouse embryonic eyecups, we demonstrated that these two closely related transcription factors jointly control diverse target genes in multiple cell populations over the developmental trajectories of mouse embryonic retinal progenitor cells. In the Uniform Manifold Approximation and Projection for Dimension Reduction (UMAP) graph of control retinas, naïve retinal progenitor cells had two major trajectories leading to ciliary margin cells and retinal neurons, respectively. The ciliary margin trajectory was from naïve retinal progenitor cells in the G1 phase directly to ciliary margin cells, whereas the neuronal trajectory went through an intermediate neurogenic state marked by *Atoh7* expression. Neurogenic retinal progenitor cells (Atoh7+) were still proliferative; early retinal neurons branched out from Atoh7+ retina progenitor cells in the G1 phase. Upon *Six3* and *Six6* dual deficiency, both naïve and neurogenic retinal progenitor cells were defective, ciliary margin differentiation was enhanced, and multi-lineage neuronal differentiation was disrupted. An ectopic neuronal trajectory lacking the Atoh7+ state led to ectopic neurons. Additionally, Wnt signaling was upregulated, whereas FGF signaling was downregulated. Notably, Six3 and Six6 proteins occupied the loci of diverse genes that were differentially expressed in distinct cell populations, and expression of these genes was significantly altered upon Six3 and Six6 dual deficiency. Our findings provide deeper insight into the molecular mechanisms underlying early retinal differentiation in mammals.

## Introduction

The formation, maintenance, and differentiation of tissue-specific progenitor cells are fundamental processes during organogenesis. Retinal development in vertebrates is an excellent model for dissecting these processes, and the mechanisms of retinal differentiation are harnessed for retinal regeneration to cure blindness. Specification of retinal progenitor cells starts with precursor cells in the eye field at the anterior neural plate [1]. Morphogenesis of the eye field leads to the evagination of optic vesicles, which later invaginate to form double-layered eyecups. This morphogenesis is coupled with cell fate specification. Upon the eyecup formation, which is on embryonic day 10.5 (E10.5) in mouse embryos, naïve progenitor cells for the neuroretinal epithelium and pigment epithelium are specified and compartmented into the inner and outer layers of the eyecup, respectively. Subsequently, the neuroretina is further patterned along the central-peripheral axis. In central regions close to the optic stalk, naïve retinal progenitor cells start neuronal differentiation by initiating the expression of basic helix loop helix (bHLH) transcription factor gene *Atoh7* as early as E11.5 in mice [2], leading to the generation of retinal ganglion cells as firstborn neurons in the retina. Retinal ganglion cell differentiation in the retina follows a central-to-peripheral wave under the regulation of FGF signaling in both chicks and mice [3, 4]. At the far periphery of the mouse retina, naïve neural retinal progenitor cells start to have restricted expression of ciliary margin markers *Otx1* and *Cdon* as early as E12.5 under the regulation of Wnt/β-catenin signaling [5, 6]. Opposing gradients of FGF and Wnt signaling regulate the central-peripheral patterning of the eyecup [7–9], but it is unclear how the signaling gradients are regulated.

Retinal progenitor cells possess remarkable multipotency as they generate all types of retinal neurons and Muller glia in the retina in an evolutionarily conserved temporal order [10]. Maintenance of a retinal progenitor cell pool and initiation of neuronal differentiation must be coordinated so that early- and late-born neurons are generated proportionally. Additionally, the competence of retinal progenitor cells changes over the course [11]. A few homeodomain and Sox family transcription factors are essential for multipotency since their deletions in mice (two paralogs in some cases) affect the competence of retinal progenitor cells. Pax6 is required for the multipotency of retinal progenitor cells through direct transcriptional activation of bHLH transcription factors [12]. Pax6 prevents the premature activation of a photoreceptor-differentiation pathway at the periphery whereas it maintains the multipotency of retinal progenitor cells in more central regions [13]. Sox2 is required for the retinal progenitor competence and ciliary margin-neuroretina boundary in a dose-dependent manner [14–16]. Meis1 and Meis2 are jointly required for the competence of retinal progenitor cells [17]. Despite these advances, the link between the formation and maintenance of multipotent retinal progenitor cells is largely unclear.

Our previous studies demonstrated that Six3 is required for neuroretinal specification because naïve retinal progenitor cells are absent and eyecups do not form when *Six3* is deleted at the anterior neural plate [18, 19]. After naïve retinal progenitor cells are specified, Six3 and Six6 are jointly required for the multipotency at the mid-periphery and the ciliary-margin suppression at the far periphery. The essential roles of Six3 and Six6 joint functions in the maintenance of multipotent retinal progenitor cells are consistent with the indispensable roles of Six3 in the specification of naïve retinal progenitor cells, providing a link between the specification and maintenance of retinal progenitor cells. Despite these advances, single-cell transcriptomes and cell trajectories regulated by Six3 and Six6 joint functions remain unclear; how naïve retinal progenitor cells are regulated to differentiate into ciliary and neuronal tissues along the central-peripheral axis in the retina is still an unsolved fundamental question in the field.

Single-cell RNA sequencing (scRNA-seq) is transformative in profiling cell states and trajectories in a heterogeneous cell population and is therefore instrumental in dissecting the mechanisms underlying organogenesis. scRNA-seq has been employed to study developing tissues, including the retina [20–25]. In scRNA-seq, individual cells are barcoded for transcriptomic profiling. Tens of thousands of cells are clustered using the k-Nearest Neighbor algorithm based on the distance between individual transcriptomes. Cluster markers are identified to define the expression signatures of cell types and states [26]. Differential expressed genes (DEGs) caused by gene inactivation are also identified. Additionally, cell trajectories are inferred using computational approaches, including RNA velocity analysis [27, 28].

In this study, we dissected the molecular mechanisms underlying the regulation of multipotent retinal progenitor cells using scRNA-seq profiling of Six3 and Six6 double knockout (*Six3*^*F/F*^ *Six6*^*−/−*^ *α-Cre*) and control eyecups. We revealed the expression signatures and developmental trajectories of naïve retinal progenitor cells in control retinas, discovered drastic defects in cell states and trajectories upon Six3 and Six6 dual deficiency, and identified diverse direct target genes of Six3 and Six6 in multiple cell populations, providing deeper insight into the molecular mechanisms underlying early retinal differentiation.

## Results

### Single-cell transcriptome profiling of Six3 and Six6 double knockout and littermate control eyecups for cell clustering

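The values added between the paper's sentences were computed from the UMI (unique molecular identifier) counts per gene and cell that the authors deposited, before normalization or filtering. There was 1 library from control eyecups and 1 from DKO eyecups, so there were no replicates and no test between the genotypes was made. The 95% intervals, in parentheses, cover counting error only. Cells of 1 library are not replicates. The intervals are exact Poisson intervals for gene levels and exact binomial intervals for shares of cells, and neither holds the variation between animals or dissections. Levels are sums of UMIs over the cells of a group per 1000000 UMIs of that group (CPM), and ratios are log2 of DKO over control. The counts list no Cre feature, so all DKO cells of a group were compared with the control cells unless stated. The control was *Six3*+/- *Six6*+/-, so the levels of both genes were set against a heterozygous control. DKO cells without Cre activity kept both floxed *Six3* copies.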

To elucidate the transcriptomes and cell trajectories jointly regulated by Six3 and Six6 in the maintenance and differentiation of multipotent retinal progenitor cells, we performed scRNA-seq of Six3 and Six6 double knockout (*Six3*^*F/F*^ *Six6*^*−/−*^ *α-Cre*, hereafter referred to as DKO) and littermate control (*Six3*^*+/−*^ *Six6*^*+/−*^) eyecups on embryonic day 13.5 (E13.5). Our previous studies indicated that the Cre activity, which was revealed by the R26R reporter, started in peripheral retinas at E10.5. In peripheral regions of DKO retinas, Six3 protein deletion was detected at E11.5, and alterations of gene expression started at E12.5 and became drastic at E13.5 [7]. Therefore, the stage of E13.5 is well suited for profiling the transcriptomes regulated by Six3 and Six6. Eyecups were used in this study since the removal of the lens inevitably damages ciliary margins. Approximately 10,000 cells from the DKO and control eyecups were captured using the Chromium fluid device for library preparation. 

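In the deposited counts 20641 genes had at least 1 UMI in the control library and 20909 in the DKO library. The libraries had medians of 7486 and 5787 UMIs per cell. The DKO library thus held more cells at a lower depth per cell.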

Mapping of sequencing reads to mm10 using CellRanger revealed that control eyecups were sequenced for 10,315 cells at a depth of 21,726 reads / 2,619 genes per cell, and DKO eyecups were sequenced for 12,672 cells at a depth of 17,741 reads / 2,330 genes per cell.

Quality control and data analysis were further performed using the Seurat package [26]. 

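The limit on few genes removed 276 control and 335 DKO cells. The limit on many genes removed 106 and 67 cells, and the limit on mitochondrial RNA 163 and 136 cells, with some cells removed by 2 limits. The cells kept had medians of 7620 UMIs and 2655 genes in the control and 5879 UMIs and 2366 genes in the DKO library. Doublets were called in 3.05% of control and 2.71% of DKO cells and were kept.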

Cells were filtered (nFeature_RNA > 200 & nFeature_RNA < 6000 & percent.mt < 20), resulting in 9,822 and 12,146 cells for the control and DKO samples, respectively. The two datasets were normalized, their top variable features were found, and the Seurat anchor-based integration method was used to combine the datasets. Cell clustering of the integrated dataset identified 20 clusters and associated cluster markers (Fig 1; S1 and S2 Tables). 

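The paper's cluster labels were not used here, so the cells were integrated and clustered again, leaving out every gene named in the results and the Y-linked and hemoglobin genes. This gave 20 clusters, numbered anew from 0 to 19 and called re-derived clusters to keep them apart from the paper's numbers. Re-derived clusters 0, 1 and 5 were naïve-like (1551, 1373 and 669 control cells; 1519, 1120 and 934 DKO cells). Re-derived clusters 3 and 9 were neurogenic-like (905 and 557 control cells; 1219 and 410 DKO cells). Re-derived clusters 6, 7, 13 and 15 were ganglion-like, 16 amacrine- or horizontal-like and 18 photoreceptor-like. The neuronal group joined clusters 3, 6, 7, 10, 13 and 15, and the 14 retinal clusters held 8211 control and 10989 DKO cells. The share of class markers needed for a name was set after the clusters were seen and left clusters 2 and 10 unnamed. Cluster 4 had the share for the ciliary margin but stayed unnamed, as its leading genes held more markers of the pigment epithelium. Clusters 2, 4 and 10 held 10.5%, 7.46% and 0.0305% of control and 9.58%, 7.86% and 7.79% of DKO cells.

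**Figure D1:**
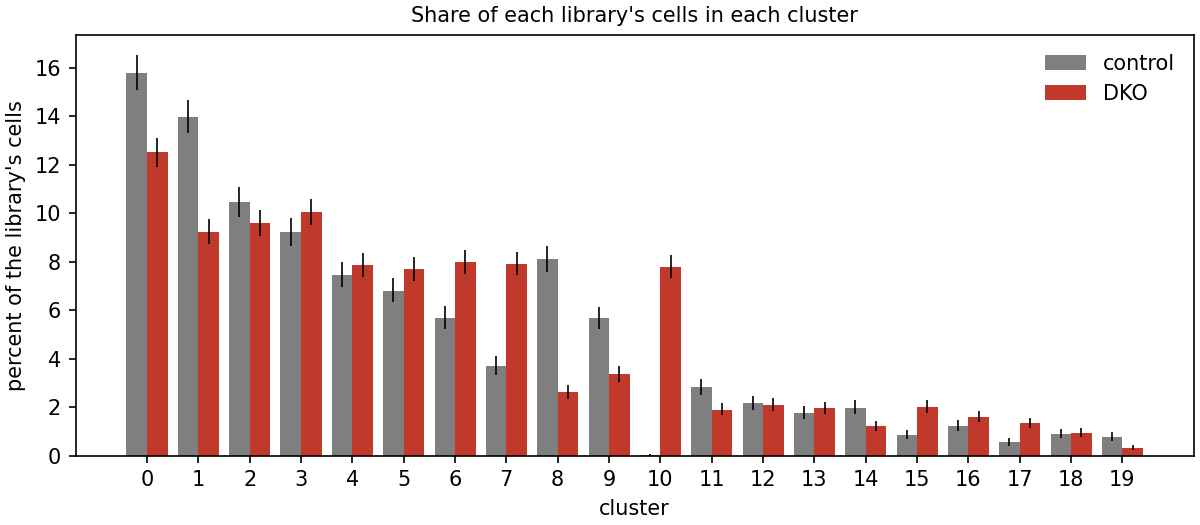
Share of each library's cells in the 20 re-derived clusters, with exact binomial 95% intervals that cover counting error only. Cluster 10 held 3 control and 946 DKO cells.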

DKO- and control-derived cells were found in all clusters except for cluster 10 (Fig 1A and 1B), which was exclusively composed of cells from DKO retinas. 

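In the re-derived clustering, cluster 10 was the only 1 of the 20 in which the share of the control library was under 5% of the summed shares of the 2 libraries. It held 946 DKO cells, 7.79% (7.32% to 8.28%) of that library, against 3 control cells. With another kernel of the linear algebra library, and all else equal, such a cluster held 4.82%, so its border moved with rounding alone. The share depended most on integration: with the libraries merged without it, clusters of this kind held 32.2% of DKO cells. The paper takes the absence of control cells as ectopic identity. The counts show in which library the cells lie, not where in the dissected tissue they arose.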

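At the higher clustering resolution, 1 cluster of 743 DKO and 1 control cell was nearly without control cells. Of its DKO cells, 97.6% came from re-derived cluster 10 and 2.42% from the neurogenic-like cluster 3. When no gene was left out of clustering, 2 such clusters held 1042 DKO cells, of which 57.5% came from re-derived cluster 10 and 38.7% from the naïve-like cluster 0.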

Notably, cluster 10, together with subsets of cells in clusters 0, 3, and 6, formed a cell population that only originated from the DKO sample, referred to as the DKO-specific cell population (arrowheads in Fig 1B), indicating ectopic cell identities caused by Six3 and Six6 dual deficiency. The ectopic cell population was in the G1 phase (Fig 1B and 1D), as determined using well-established cell cycle genes [29]. 

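Of the DKO cells of re-derived cluster 10, 98.8% (97.9% to 99.4%) were assigned to G1 after each cell was thinned to 2000 UMIs, which left out 25 cells with fewer, and 99.3% without thinning. The median before thinning was 4484 UMIs per cell. The share depended on the clustering: of the DKO cells in clusters nearly without control cells, 85.8% were in G1 with all genes used for clustering and 64.1% with the libraries merged without integration, against 98.7% at resolution 1.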

Identification of the DKO-specific cell population in the scRNA-seq dataset supports the drastic changes in gene expression caused by the Six3 and Six6 dual deficiency described in our previous study [7]. DKO retinas had a larger proportion of cells in the G1 phase and a smaller proportion of cells in the S phase compared with those in control retinas (S3 Table), indicating defects in cell cycle progression.

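Because DKO cells had fewer UMIs, each cell was thinned to 2000 UMIs before phases were assigned, which left out 1118 control and 1395 DKO retinal cells with fewer. Among retinal cells, 40.7% (39.5% to 41.8%) of control and 59.4% (58.5% to 60.4%) of DKO cells were then in G1. The S shares were 34.3% (33.2% to 35.5%) and 21.1% (20.3% to 21.9%), and the G2/M shares 25.0% and 19.5%. Without thinning, G1 held 37.7% and 56.0% and S 37.9% and 23.8%. The rise in G1 moved most when cells were thinned to 4000 UMIs, from 18.8 to 17.1 percentage points. Within naïve-like cells the G1 shares were 16.4% and 18.1%, and within neurogenic-like cells 48.4% and 65.6%. Without thinning these were 14.0% and 17.3%, and 48.8% and 66.2%. The naïve-like clusters leave out cluster 4. In re-derived clusters 0, 1, 4 and 5 together, G1 held 24.1% of thinned control and 31.4% of thinned DKO cells and S 47.4% and 38.0% (G1 22.5% and 30.7% without thinning). With re-derived cluster 10 left out, thinned DKO retinal cells were in G1 in 55.3% and in S in 23.3%.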

**Fig 1:**
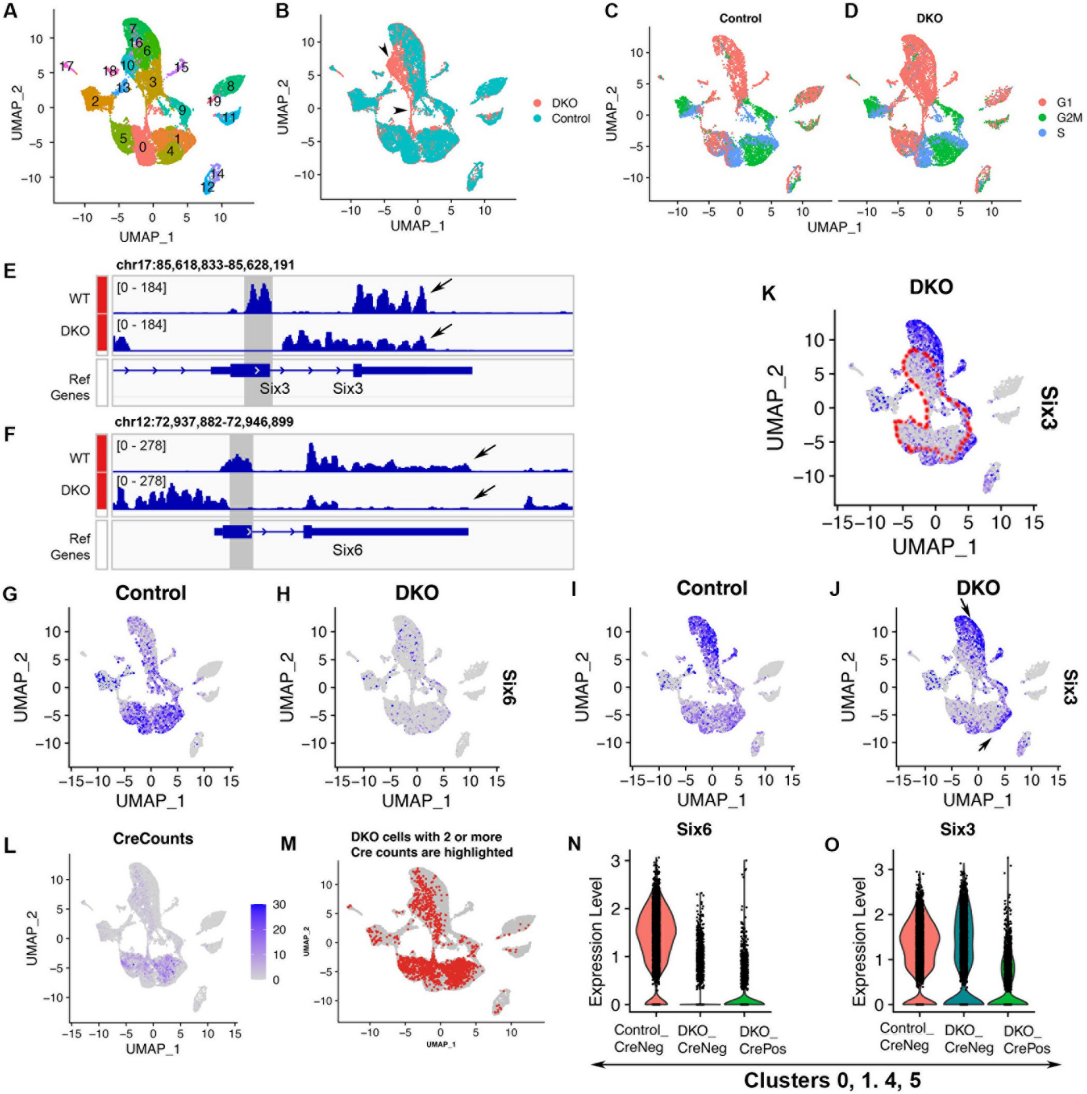
Cell clustering of the integrated scRNA-seq dataset and delineation of Six3- and Six6-deficient cells in the UMAP graph. Control and DKO eyecups at E13.5 were used for scRNA-seq; Seurat anchor-based integration was performed before cell clustering. **(A, B)** Clustering identified 20 cell clusters in the integrated dataset (A); cluster 10 only comprised cells from the DKO sample; a DKO-specific cell population comprising cluster 10 and subsets of clusters 0, 3, and 6 were identified (arrowheads in B). **(C, D)** Cell cycle phases were determined based on cell cycle scores. **(E, F)** Genome browser views of bulk RNA-seq of control and Six3 and Six6 compound mutant retinas demonstrated the deletions of targeted regions and the reductions of *Six6* and *Six3* mRNA levels (shown as the heights of read coverages) at 3’ regions (arrows in E, F). **(G, H)** *Six6* was widely expressed in retinal cells (G). Comparisons of *Six6* gene expression between control and DKO retinas indicated that *Six6* inactivation was reflected as reductions of mRNA expression levels in the feature plot (H). **(I–K)** *Six3* was widely expressed in retinal cells and largely overlapped with *Six6* expression. Comparisons of *Six3* gene expression between control and DKO retinas indicated that conditional *Six3* inactivation in DKO retinas was reflected as reductions of mRNA expression levels in well-delineated, inner areas in the UMAP graph (outlined areas in K). Six3-deficient (outlined areas in K) and Six3-wildtype-like cells (arrows in J, at the outer rim) were well separated in the UMAP graph of DKO retinas. **(L)** Counts of sequencing reads mapped to the Cre vector were high in clusters 0, 1, 4, and 5 and were moderate or low in other retinal clusters. **(M)** DKO cells with two or more Cre counts are highlighted (referred to as DKO_CrePos), and areas of these DKO_CrePos cells (M) matched the areas of DKO cells with strong reductions in *Six3* mRNA levels (K). **(N, O)** In clusters 0, 1, 4, and 5, reductions in *Six6* mRNA expression were indistinguishable between DKO_CrePos cells and DKO_CreNeg cells compared to control cells (N), consistent with germline *Six6* deletion; reductions in *Six3* mRNA expression were much stronger in DKO_CrePos cells than in DKO_CreNeg cells compared to control cells (O), consistent with conditional *Six3* deletion.

Non-retinal cells in the scRNA-seq dataset were identified based on cluster markers, which were identified when cells in one cluster were compared to cells in all the other clusters (S1 Fig, S2 Table). 

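*Hba-x* (ENSMUSG00000055609, mm10 chromosome 11 from 32276400 to 32278116) and *Hba-a1* (ENSMUSG00000069919, chromosome 11 from 32283511 to 32284465) were left out of clustering. In red blood-like clusters 8, 11 and 19 of the re-derived clustering, *Hba-x* reached 44402, 9203 and 18287 CPM in control cells, against 96.8 in naïve-like cells. For *Hba-a1* the levels were 179270, 200236 and 80328, against 917. Hemoglobin genes held 40.0% of the control UMIs in cluster 19 and 85.6% in cluster 8, and 54.7% of the cells of cluster 19 were called as doublets, so it mixed hemoglobin with other transcripts.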

Clusters 8, 19, and 11 differentially expressed hemoglobin genes *Hba-X* and/or *Hba-a1*, indicating that these cells were red blood cells. Cluster 17 differentially expressed *C1qb* and *Tyrobp*, indicating that these cells were white blood cells. 

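In re-derived cluster 17 (54 control and 162 DKO cells), *C1qb* (ENSMUSG00000036905, chromosome 4 from 136880129 to 136886187) stood at 1318 and 1331 CPM in control and DKO cells. *Tyrobp* (ENSMUSG00000030579, chromosome 7 from 30413760 to 30417585) stood at 1559 and 1731.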

Clusters 12 and 14 differentially expressed *Cryab* and *Cryaa*, indicating that these cells were lens cells. These non-retinal clusters were well separated from other clusters in the UMAP graph and were not investigated any further.

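In lens-like clusters 12 and 14 of the re-derived clustering, *Cryaa* (ENSMUSG00000024041, chromosome 17 from 31677807 to 31681733) stood at 39128 and 56535 CPM in control cells and at 18725 and 32711 in DKO cells. *Cryab* (ENSMUSG00000032060, chromosome 9 from 50751325 to 50756636) stood at 6053 and 5215 in control and 7377 and 4998 in DKO cells.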

Collectively, the scRNA-seq dataset provides an entry point for assessing the transcriptomes and developmental trajectories jointly regulated by Six3 and Six6 during early retinal differentiation.

### Identification of Six3- and Six6-deficient cells in the integrated scRNA-seq dataset

In DKO retinas, *Six3* was conditionally deleted in the peripheral regions by α-Cre whereas it remained in the central region; *Six6* was deleted in the germline [7]. Therefore, DKO retinas comprised both Six3-deficient and Six3-wildtype-like cells. We wondered whether cells with Six3 and Six6 dual deficiency in DKO retinas could be delineated in the scRNA-seq dataset so that transcriptomic changes could be correlated with Six3 and Six6 dual deficiency. In conditional *Six3* mutant mice, excision of the floxed DNA fragment in the *Six3* locus by the Cre recombinase leads to the deletion of exon 1, ablating its essential homeodomain [30]. In *Six6* mutant mice, the DNA fragment that encodes the essential homeodomain is replaced by a drug-selection cassette in the germline [31]. As expected, bulk RNA-seq of *Six3* and *Six6* compound-null retinas [7] demonstrated that the read coverage of targeted regions in *Six3* and *Six6* loci was absent. Importantly, the read coverage of transcripts, including the 3’ regions of mRNA that were measured by scRNA-seq, was substantially reduced (Fig 1E and 1F). 

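In naïve-like cells, *Six6* (ENSMUSG00000021099, mm10 chromosome 12 from 72939892 to 72944899) stood at 362 (356 to 368) CPM in control and 45.2 (42.8 to 47.6) in DKO cells, a log2 ratio of -3.00 (-3.08 to -2.92). With 1 added to the mean count per 10000, the scale of Seurat's fold changes, the difference was -1.69, the alternative that moved it most. After each cell was thinned to 2000 UMIs, 42.1% (40.9% to 43.2%) of control and 7.74% (7.22% to 8.30%) of DKO retinal cells had a *Six6* UMI, with 1118 and 1395 cells left out for having fewer UMIs. Without thinning the shares were 73.5% and 20.7%, at medians of 7447 and 5809 UMIs per cell. In red blood-like cluster 8, whose cells should lack the transcript, the thinned shares were 0.507% and 0.325%, at medians of 8996 and 7013 UMIs per cell.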

In the feature plots of the scRNA-seq dataset, *Six6* mRNA was widely expressed in control retinas, but it was strongly reduced in DKO retinas (Fig 1G and 1H). *Six3* was widely expressed in retinal cells and largely overlapped with *Six6* (Fig 1G and 1I). 

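*Six3* (ENSMUSG00000038805, chromosome 17 from 85613608 to 85629302) had a UMI in 48.0% (46.9% to 49.2%) of thinned control retinal cells and in 75.9% without thinning, against 0.507% of thinned control cells of cluster 8. Thinned control retinal cells had a *Six3* UMI in 47.0% (45.2% to 48.8%) of those with a *Six6* UMI and in 48.8% (47.2% to 50.3%) of those without. In thinned control naïve-like cells the shares were 45.2% (42.9% to 47.5%) and 42.9% (40.5% to 45.2%).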

When *Six3* expression in the control and DKO retinas was compared in the UMAP graphs, areas with strong reductions in *Six3* mRNA levels were found in the inner regions of the UMAP graph of DKO retinas (Fig 1I–1K, outlined in Fig 1K), indicating that cells in these areas were deficient for Six3. In contrast, *Six3* expression remained at the outer edge of the UMAP graph of DKO retinas (arrows in Fig 1J), indicating that these cells were Cre-negative cells in DKO retinas.

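Over all naïve-like cells, *Six3* stood at 301 (296 to 307) CPM in control and 219 (213 to 224) in DKO cells, a log2 ratio of -0.46 (-0.51 to -0.42). It moved most with the libraries merged without integration, to -0.23. To separate DKO cells by *Six3*, the DKO cells were clustered alone, without the named genes, into 26 subclusters. A subcluster was called Six3-low where its *Six3* level was under 50% of that in control cells of the class compared. Because these control cells were heterozygous for *Six3*, subclusters above the limit may still hold cells that lost it. In naïve-like cells 1663 of 3573 DKO cells (46.5%) were Six3-low, with a *Six3* log2 ratio of -1.46 to control cells. The limit applied to whole subclusters, not to their cells within 1 class. These groups were defined by the *Six3* level itself, so its ratio follows from the definition.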

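The share of Six3-low DKO cells, judged against control naïve-like cells, was 79.0% in re-derived cluster 5, 52.5% in 0 and 11.4% in 1. It was 70.0% in cluster 10, 31.5% in cluster 2 and 5.86% in cluster 4. It was 3.12% and 2.68% in the neurogenic-like clusters 3 and 9, 0% in clusters 6 and 7 and 0.877% in cluster 18. Over all DKO retinal cells it came to 25.6%. Against the higher control level of the neuronal group, 76.0% of the DKO cells of cluster 3 counted as Six3-low.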

We identified Cre-positive and Cre-negative retinal cells in the DKO sample by measuring the expression of the Cre vector. Counts of sequencing reads mapped to the Cre vector were high in clusters 0, 1, 4, and 5 and were moderate or low in clusters 9, 3, 10, 6, 16, and 7 (Fig 1L). In quality-filtered DKO cells, there were 2038 retinal cells with two or more Cre counts (referred to as DKO_CrePos hereafter) and 8944 retinal cells with less than two or no Cre counts (referred to as DKO_CreNeg cells hereafter). Notably, the areas of DKO_CrePos cells as a whole matched the areas of those cells with strong reductions in *Six3* mRNA expression (Fig 1I, 1J and 1M), indicating that the Cre activity was highly concordant with conditional *Six3*-deletion. The areas of DKO_CrePos cells comprised most areas of DKO retinal cells in the UMAP graph, indicating that the percentage of conditional *Six3* deletion was high. Cre expression in some DKO cells was dropped out, a common issue in scRNA-seq. Nevertheless, DKO_CrePos cells were proved to be sufficient for differential gene expression analysis (see also S4–S7 Tables).

We examined *Six6* and *Six3* mRNA expression using violin plots. 

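*Six6* was lower in DKO than in control cells in 13 of the 13 retinal clusters with at least 50 cells of each library, with the interval below 0 in 13 and log2 ratios from -4.10 in re-derived cluster 16 to -1.12 in cluster 6. *Six3* was lower in 8 of these clusters (7 with the interval below 0), from -0.81 in cluster 5, and higher in 5 (4 above 0), up to 0.97 in cluster 18. The control was heterozygous for *Six3*, so DKO cells that kept both floxed copies could exceed it. These ratios may thus understate the loss of *Six3*. In Six3-low naïve-like DKO cells the *Six6* log2 ratio was -3.34.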

In clusters 0, 1, 4, and 5, reductions in *Six6* expression were indistinguishable between DKO_CreNeg and DKO_CrePos cells compared with control cells (Fig 1N), consistent with *Six6* germline deletion; reductions in *Six3* expression were much stronger in DKO_CrePos cells than in DKO_CreNeg cells compared with control cells (Fig 1O), consistent with conditional *Six3* deletion.

Collectively, the inactivation of *Six3* and *Six6* was reflected by reductions in their mRNA levels in both bulk and scRNA-seq. Six3-deficient and Six3-wildtype-like cells were well separated in the UMAP graph, leading to the delineation of Six3-deficient cells in DKO retinas. Those cells from DKO retinas that showed significant reductions of *Six3* mRNA expression compared with control retinas in the UMAP graphs were deficient for both Six3 and Six6 and were the focus of this study. For clarity, Six3- and Six6-deficient cells or dual deficiency are referred to those cells showing reductions in both *Six3* and *Six6* mRNA levels in feature plots, representing simultaneous *Six3* conditional inactivation by α-Cre and *Six6* germline inactivation; DKO cells are referred to cells that are originated from the DKO sample. The DKO-specific cell population was a subset of Six3- and Six6-deficient cells (Fig 1B and 1K), indicating that the DKO-specific cell population was caused by Six3 and Six6 dual deficiency.

### Retinal progenitor cells comprise naïve and neurogenic populations in control retinas and both cell populations are defective upon Six3 and Six6 dual deficiency

We then assessed the identities of retinal cell clusters. Cluster markers were identified by comparing one cluster with all other clusters (S2 Table). In control retinas, clusters 0, 1, 4, and 5 differentially expressed *Ccnd1*, *Sfrp2*, and *Vsx2* (Fig 2A, 2C and 2E; S2 Table), which are well-established gene markers of naïve retinal progenitor cells. These clusters also differentially expressed *Dapl1* based on our scRNA-seq data (Fig 2G; S2 Table). 

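None of these genes was used for the re-derived clusters. In control cells of the naïve-like clusters 0, 1 and 5, *Sfrp2* (ENSMUSG00000027996, chromosome 3 from 83766321 to 83774316) stood at 1995, 1854 and 2152 CPM, against 484 and 310.2 in the neurogenic-like clusters 9 and 3. For *Ccnd1* (ENSMUSG00000070348, chromosome 7 from 144929931 to 144939925) the levels were 1267, 1123 and 1266, against 708 and 509.8.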

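*Dapl1* (ENSMUSG00000026989, chromosome 2 from 59484653 to 59505020) stood at 315, 239.7 and 278 CPM in control cells of re-derived clusters 0, 1 and 5 and at 193 in cluster 4. In the neurogenic-like clusters 9 and 3 it stood at 66.3 and 52.8.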

Clusters 0, 1, 4, and 5 were grossly aligned with the cell cycle phases (Fig 1A and 1C), indicating that naïve retinal progenitor cells were further clustered based on cell cycle stages. In contrast to naïve retinal progenitor cells, clusters 9 and 3 highly expressed *Atoh7* (Fig 2I; S2 Table), indicating their neurogenic identities. 

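After thinning to 2000 UMIs, 59.8% of control cells in re-derived cluster 0 and 60.8% in cluster 1 were assigned to S. In cluster 5, 93.2% were in G2/M, and in cluster 4, 61.6% (58.0% to 65.2%) were in G1. In DKO cells of clusters 0, 1, 5 and 4 these shares were 53.2%, 52.2%, 78.7% and 81.4%. Without thinning they were 65.9%, 68.5%, 97.2% and 64.3% in control and 55.6%, 56.2%, 77.7% and 81.0% in DKO cells. The left-out cells with fewer UMIs were 32, 4, 6 and 11 in the control and 42, 4, 6 and 21 in the DKO library.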

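*Atoh7* (ENSMUSG00000036816, mm10 chromosome 10 from 63099651 to 63101279), also left out of clustering, stood at 3708 (3656 to 3760.4) and 2671 (2629 to 2714) CPM in control cells of re-derived clusters 9 and 3. In the naïve-like clusters 0, 1 and 5 it stood at 45.2, 52.4 and 119. A UMI was present in 93.9% of thinned control neurogenic-like cells, 98.6% without thinning, and in 1.39% of thinned control cells of red blood-like cluster 8, with 29 and 7 cells left out. The neurogenic-like median was 6754 UMIs per control cell.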

Clusters 9 and 3 were aligned with cell cycle phases, and Atoh7+ neurogenic retinal progenitor cells were still proliferative (Figs 1A and 1C; 2I). 

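Of thinned control cells in re-derived cluster 9, 68.8% (64.7% to 72.6%) were in G2/M and 30.3% in S, whereas 78.3% (75.4% to 81.0%) of cluster 3 were in G1. In DKO cells the corresponding shares were 75.5%, 24% and 87.9%. Without thinning they were 66.2%, 33.6% and 78.7% in control and 73.9%, 26.1% and 88.5% in DKO cells. Thinning left out 3 control and 10 DKO cells of cluster 9 and 26 and 51 of cluster 3.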

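Among thinned control neurogenic-like cells with an *Atoh7* UMI, 36.3% (33.8% to 39.0%) also had a UMI of *Ccnd1*. For *Sfrp2* the share was 30.5% (28.1% to 33.1%). In thinned control cells of red blood-like cluster 8, UMIs of the 2 genes were present in 2.53% and 2.66%.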

A small portion of Atoh7+ retinal progenitor cells also expressed *Ccnd1*, *Sfrp2*, and *Vsx2* (Fig 2A, 2C, 2E and 2I; the positions were indicated by arrowheads in Fig 2C and 2I), indicating that these cells were transitioning from the naïve retinal progenitor state to the neurogenic progenitor state. 

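Of thinned control neurogenic-like cells with an *Atoh7* UMI, 78.3% (76.0% to 80.5%) had a UMI of *Gadd45a* (ENSMUSG00000036390, chromosome 6 from 67035096 to 67037457), against 50.6% (39.6% to 61.5%) of those without. For *Gm14226* (ENSMUSG00000084897, chromosome 2 from 155018266 to 155027104) the shares were 17.7% (15.7% to 19.8%) and 16.1% (9.09% to 25.5%), with 87 cells without. In cluster 3 alone they were 23.8% (20.9% to 26.9%) and 18.8% (10.1% to 30.5%). In thinned control cells of red blood-like cluster 8 the 2 genes had a UMI in 6.08% and 0%. Summed over the neurogenic-like clusters, *Gm14226* stood at 117 CPM, against 1.70 in naïve-like control cells.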

*Gadd45a* and *Gm14226* largely overlapped with *Atoh7* in neurogenic retinal progenitor cells (Fig 2I, 2K and 2M; S2 Table). 

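A UMI of *Neurod1* (ENSMUSG00000034701, chromosome 2 from 79452521 to 79456751) was found in 38.0% (35.4% to 40.7%) of thinned control neurogenic-like cells with an *Atoh7* UMI and in 25.3% (16.6% to 35.7%) of those without. In the thinned neurogenic-like clusters 9 and 3 of the re-derived clustering, 48.0% and 30.5% of control cells had such a UMI, and 70.4% and 51.2% without thinning. In thinned control cells of red blood-like cluster 8 the share was 0%.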

A subset of Atoh7+ neurogenic retinal progenitor cells also expressed *Neurod1* (Fig 2I and 2O; S2 Table).

**Fig 2:**
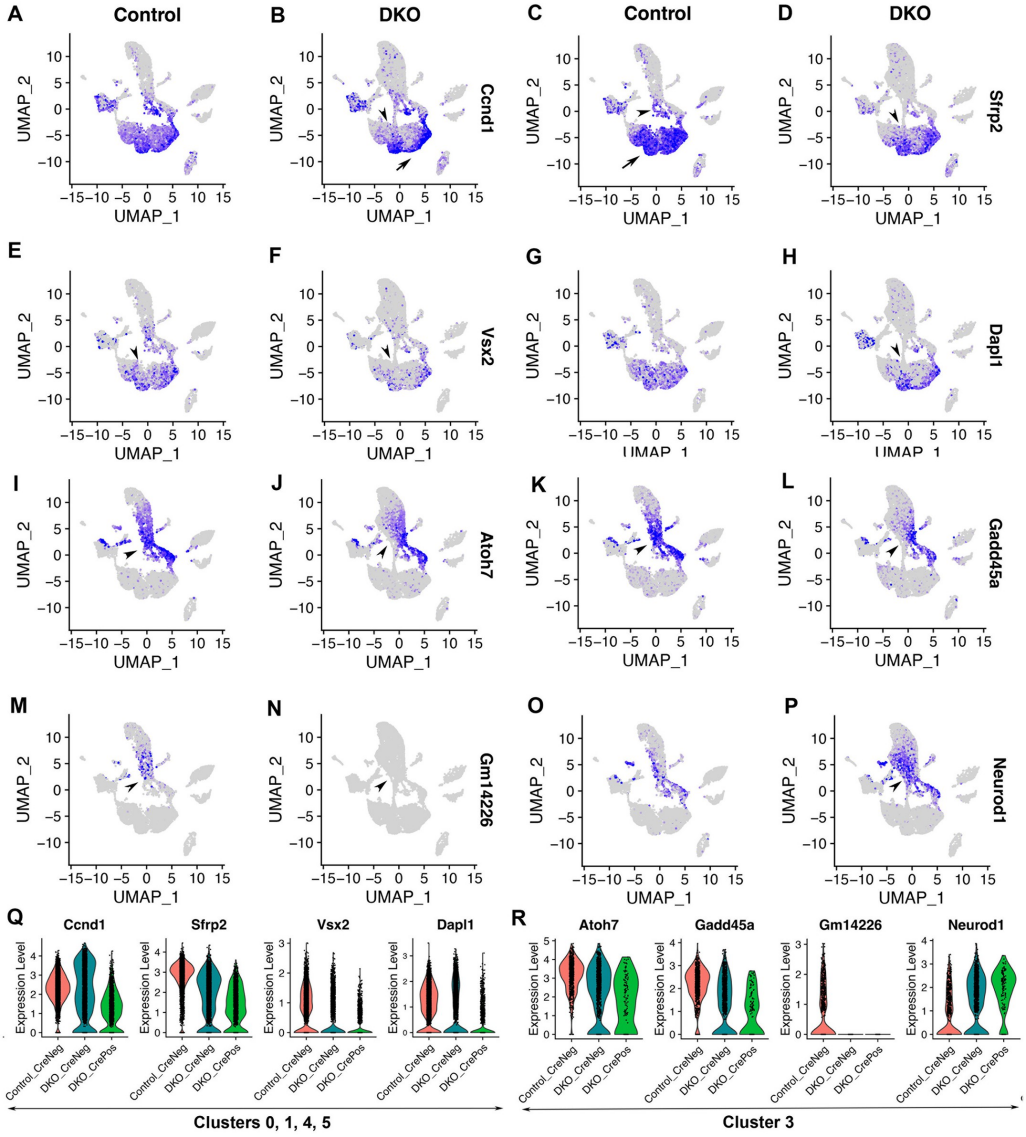
Retinal progenitor cells comprise naïve and neurogenic populations in control retinas and both cell populations are defective upon Six3 and Six6 dual deficiency. See Fig 1 for the information on cell clusters, cell cycle phases, and Six3 and Six6 dual deficiency. **(A–H)** In control retinas, clusters 0, 1, 4, and 5 differentially expressed *Ccnd1*, *Sfrp2*, and *Vsx2* (A, C, E, respectively; see also S2 Table), indicating that these cells were naïve retinal progenitor cells. These naïve retinal progenitor cells also differentially expressed *Dapl1* (G). Cluster 2 also expressed these naïve retinal progenitor cell markers. However, cluster 2 was marked by negative gene markers (see also S2 Fig; see also S2 Table) and had lower values for nCount_RNA and nFeature_RNA (see also S3 Fig), indicating differences between cluster 2 and clusters 0, 1, 4, and 5. In Six3- and Six6-deficient cells, the expression of naïve retinal progenitor cell markers was significantly reduced (arrowheads in B, D, F, and H; see also S4 Table). **(K–T)** In control retinas, clusters 9 and 3 differentially expressed *Atoh7* (I; see also S2 Table), indicating that these cells were neurogenic retinal progenitor cells. Naïve and neurogenic retinal progenitor cells were well segregated based on *Atoh7* expression (I). Neurogenic retinal progenitor cells also differentially expressed marker genes *Gadd45a* (K) and *Gm14226* (M). Subsets of neurogenic retinal progenitor cells also expressed *Neurod1* (I, O). In Six3- and Six6-deficient cells, the expression of *Atoh7*, *Gadd45a*, and *Gm14226* was significantly downregulated (arrowheads in J, L, N), whereas the expression of *Neurod1* was significantly upregulated (P; see also S5 Table). **(Q, R)** Expression changes in these genes were also shown in violin plots.

We then identified DEGs caused by Six3 and Six6 dual deficiency in naïve and neurogenic retinal progenitor cells by comparing DKO_CrePos cells with control cells in clusters 0, 1, 4, and 5 (S4 Table) and in clusters 3 and 9 (S5 Table). 

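In naïve-like cells, *Ccnd1* stood at 1200.5 (1189 to 1212) CPM in control and 1216 (1204 to 1228) in DKO cells, a log2 ratio of 0.02 (0.00 to 0.04). The ratios of *Sfrp2* and *Dapl1* there were -1.34 (-1.36 to -1.32) and -0.33 (-0.38 to -0.29). With Six3-low DKO cells alone, the *Ccnd1* ratio was -1.53 (-1.57 to -1.49). In neurogenic-like cells, *Atoh7* stood at 3172 (3138 to 3205) CPM in control and 2171 (2141 to 2202) in DKO cells, a ratio of -0.55 (-0.57 to -0.52), and *Gadd45a* had a ratio of -0.71 (-0.76 to -0.66). *Gm14226* had 1273 control and 4 DKO UMIs, a ratio of -8.04 (-9.91 to -6.68). *Neurod1* had a ratio of 0.66 (0.59 to 0.72), which turned to -0.52 (-0.83 to -0.23) with the 49 neurogenic-like DKO cells of Six3-low subclusters. The *Six3* log2 ratio of these 49 cells to control cells was -0.71, so they were above the limit of 50% themselves.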

Upon Six3 and Six6 dual deficiency, significant reductions in gene expression were found for *Ccnd1* (Fig 2B; avg_log2FC = -1.3, p_val_adj = 0, S4 Table), *Sfrp2* (Fig 2D; avg_log2FC = -1.9, p_val_adj = 0, S4 Table), *Vsx2* (Fig 2F; avg_log2FC = -1.0, p_val_adj = 1.69E-209, S4 Table), *Dapl1* (Fig 2H; avg_log2FC = -1.1, p_val_adj = 6.05E-238, S4 Table), *Atoh7* (Fig 2J; avg_log2FC = -1.3, p_val_adj = 8.51E-34, S5 Table), *Gadd45a* (Fig 2L; avg_log2FC = -1.4, p_val_adj = 4.06E-42, S5 Table), *Gm14226* (Fig 2N; avg_log2FC = -1.2, p_val_adj = 2.36E-15, S5 Table), and whereas a significant increase in expression was found for *Neurod1* (Fig 2P; avg_log2FC = 0.85, p_val_adj = 4.98E-16, S5 Table). Expression changes in these genes were also demonstrated in violin plots (Fig 2Q and 2R). Neurod1 is a pan-amacrine transcription factor in the mouse retinas [32], and its upregulation in the scRNA-seq dataset was consistent with the increased number of amacrine cells in DKO retinas described in our previous study [7].

Taken together, naïve and neurogenic retinal progenitor cells form two distinct cell populations in the UMAP graph in the control; both cell populations are defective upon Six3 and Six6 dual deficiency.

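The median log2 ratio of *Ccnd1*, *Sfrp2* and *Dapl1* in naïve-like cells was -0.33 (-0.38 to -0.29). It moved most with Six3-low DKO cells alone, to -1.95. The median of *Atoh7*, *Gadd45a* and *Gm14226* in neurogenic-like cells was -0.71 (-0.76 to -0.66) and moved most in the same way, to -3.37, from 49 DKO cells. The paper reasons that lower marker levels in both populations, with higher *Neurod1* in neurogenic cells, show both to be defective. The deposited counts hold 2 libraries that differ in genotype and in preparation, so they give the size of each difference but no measure of how far littermates of 1 genotype differ.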

We noted that cluster 2 also expressed naïve retinal progenitor cell markers (Figs 1A, 2A–2H) and cluster 13 also expressed neurogenic markers (Figs 1A; 2I–2P) in both control and DKO retinal cells, but these two clusters were separated from the main groups of retinal progenitor cells. 

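Re-derived cluster 2 was unnamed and separate from the naïve-like clusters, with 1027 control and 1164 DKO cells. In it *Ccnd1* stood at 999.8 and 1347 CPM in control and DKO cells and *Sfrp2* at 800.0 and 336. *Atoh7* stood at 524 and 309. The ganglion-like cluster 13 also had few UMIs, with medians of 670 in its 174 control and 910 in its 239 DKO cells.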

Compared with clusters 5, 0, 4, 1, 9, and 3, clusters 2 and 13 were defined by negative marker genes, including *Kcnq1ot1*, *mt-Co1*, *mt-Nd2*, and *mt-Nd4* (S2 Fig; S2 Table). 

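In control cells of re-derived cluster 2 against cluster 0, *Kcnq1ot1* (ENSMUSG00000101609, chromosome 7 from 143203458 to 143296549) stood at 57.2 against 980.0 CPM. The mitochondrial genes *mt-Co1* (ENSMUSG00000064351, chromosome M from 5328 to 6872), *mt-Nd2* (ENSMUSG00000064345, chromosome M from 3914 to 4951) and *mt-Nd4* (ENSMUSG00000064363, chromosome M from 10167 to 11544) stood at 978 against 6150.3, 807 against 4569.7 and 757 against 4451. In DKO cells of cluster 2 the 4 genes stood at 83.8, 1112, 841 and 850.1.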

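Re-derived cluster 2 had medians of 1020 UMIs and 616 genes per control cell and 982 UMIs and 615 genes per DKO cell. In the naïve-like cluster 0 the medians were 7054 and 2684 in control and 5667 and 2367 in DKO cells. Mitochondrial RNA made up 0.423% of UMIs in control cells of cluster 2 and 6.20% in cluster 0.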

Interestingly, clusters 2 and 13 had lower values of nCount_RNA, nFeature_RNA, and percent.mt (S3 Fig). Therefore, clusters 2 and 13 were separate retinal cell populations that had lower counts of RNA molecules and genes, perhaps due to lower rates of RNA capture for unknown technical reasons. Alternatively, the low counts of RNA molecules and genes in clusters 2 and 13 may reflect uncharacterized retinal cells that have a lower number of expressed genes. 

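Control cells of the red blood-like clusters 8 and 11 of the re-derived clustering had medians of 408 and 297 genes and 8996 and 6748 UMIs. In DKO cells the medians were 326 and 287 genes and 7013 and 5932 UMIs. These cells thus had few genes at many UMIs, unlike cluster 2, which had few of both.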

In support of this notion, nFeature_RNA varied significantly along cell clusters; clusters 8 and 11, which were red blood cells, also had low counts of nFeature_RNA as expected. Further studies are needed to determine why clusters 2 and 13 were separated from the main groups of retinal cells in the UMAP graph. Since clusters 2 and 13 were not within Six3 and Six6 deficient cells, these two clusters were not the focus of our study.

### Early retinal neurons branch out from Atoh7+ neurogenic retinal progenitors in the UMAP of control retinas and these early retinal neurons are defective upon Six3 and Six6 dual deficiency

We assessed the differentiation of early retinal neurons in the scRNA-seq dataset. 

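Control levels are given in the order of re-derived clusters 9, 3, 6 and 7, from G2/M neurogenic-like to ganglion-like cells. *Pou4f2* (ENSMUSG00000031688, chromosome 8 from 78433010 to 78436645) stood at 33.9, 206, 339 and 127 CPM, *Dlx1* (ENSMUSG00000041911, chromosome 2 from 71528113 to 71533981) at 119, 229, 125 and 64.7 and *Dlx2* (ENSMUSG00000023391, chromosome 2 from 71543408 to 71546754) at 95.3, 125, 58.5 and 31.1. *Igfbp5* (ENSMUSG00000026185, chromosome 1 from 72857932 to 72874884) stood at 198, 446, 113 and 55.3. None of these genes was used for clustering.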

In the control, clusters 3 highly expressed retinal ganglion cell markers *Pou4f2*, *Dlx1*, *Igfbp5*, and *Dlx2*, and clusters 3, 6, 7, and 16 highly expressed *Isl1* (Fig 3A, 3C, 3E, 3G and 3I; S2 Table). 

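Of thinned control cells in re-derived cluster 3 with an *Atoh7* UMI, 25.9% (22.9% to 29.0%) also had a UMI of *Pou4f2*. For *Dlx1* and *Isl1* the shares were 33.3% (30.0% to 36.6%) and 38.3% (34.9% to 41.7%). Among the cluster's cells without an *Atoh7* UMI the 3 shares were 28.1%, 32.8% and 48.4%, from 64 cells. A *Pou4f2* UMI was present in 0.253% of thinned control cells of red blood-like cluster 8.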

The expression of these genes overlapped with *Atoh7* expression in cluster 3 (compare Fig 3A, 3C, 3E and 3G, and 3I with Fig 2I). Additionally, *Isl1* expression started in cluster 3, through cluster 6, and continued to cluster 7, which was the end of this branch (Fig 3I). 

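*Isl1* (ENSMUSG00000042258, chromosome 13 from 116298281 to 116309689) stood at 78.3, 456 (439 to 474), 1138 (1107 to 1171) and 883 (853 to 915) CPM in control cells of re-derived clusters 9, 3, 6 and 7, and at 47.3 in cluster 16. A UMI was present in 39.0%, 84.7% and 79.8% of thinned control cells in clusters 3, 6 and 7 (56.6%, 97.7% and 99.2% without thinning). In thinned control cells of red blood-like cluster 8 the share was 0.380%.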

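Beyond the neurogenic-like clusters, *Sfrp2* stood at 43.4 and 83.6 CPM and *Atoh7* at 791 and 75.0 in control cells of re-derived clusters 6 and 7. The clusters were ordered from other genes, and no time was measured.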

The expression patterns of *Sfrp2*, *Atoh7*, *Pou4f2*, and *Isl1* in the UMAP graph revealed progressively advancing states toward retinal ganglion cell differentiation in control retinas (Figs 2C, 2I, 3A and 3I). Therefore, the UMAP captures a progression of cell states starting from naïve retinal progenitors, through neurogenic progenitors, and to retinal ganglion cells at advanced stages.

**Fig 3:**
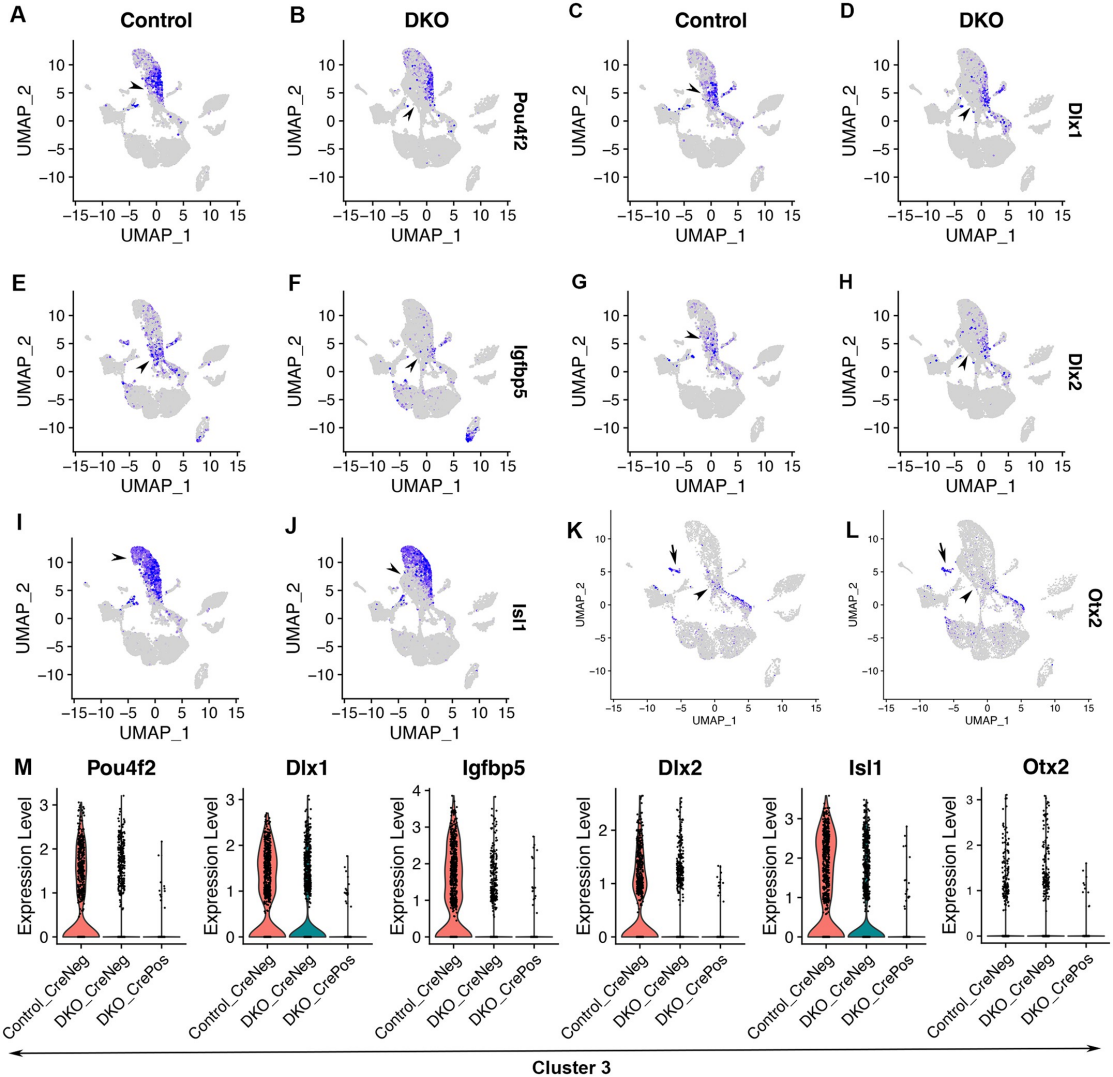
Early retinal neurons branch out from Atoh7+ neurogenic retinal progenitors in the UMAP of control retinas and these early retinal neurons are defective upon Six3 and Six6 dual deficiency. See Fig 1 for the information on cell clusters, cell cycle phases, and Six3 and Six6 dual deficiency. **(A–J)** In control retinas, early retinal ganglion cells were marked by the expression of *Pou4f2*, *Dlx1*, *Igfbp5*, *Dlx2*, and *Isl1* (arrowheads in A, C, E, G, I; see also S2 Table). Expression patterns of *Atoh7*, *Pou4f2*, and *Isl1* in the UMAP graph indicated a progression of gene expression starting from neurogenic retinal progenitor cells toward retinal ganglion cells at advanced stages. In Six3- and Six6-deficient cells, *Pou4f2*, *Dlx1*, *Igfbp5*, *Dlx2*, and *Isl1* expression was significantly downregulated (B, D, F, H, J; see also S5 Table). **(K, L)** In control retinas, *Otx2* was expressed in early photoreceptor cells (cluster 18; arrow in K) and a subset of neurogenic retinal progenitor cells (arrowhead in K). Upon Six3 and Six6 dual deficiency, *Otx2* expression was significantly downregulated in neurogenic retinal progenitor cells (arrowheads in K, L; *Otx2* violin plot was in Fig 3M; see also S5 Table). **(M)** Expression changes in these genes were also shown in violin plots.

We identified DEGs caused by Six3 and Six6 dual deficiency during retinal ganglion cell differentiation by comparing DKO_CrePos cells with control cells in clusters 10, 6, and 3 (S6 Table). In Six3- and Six6-deficient cells, significant expression changes were found for *Pou4f2* (Fig 3B; avg_log2FC = -1.6, p_val_adj. = 2.51E-44, S6 Table), *Dlx1* (Fig 3D; avg_log2FC = -1.3, p_val_adj. = 1.34E-39, S6 Table), *Igfbp5* (Fig 2F; avg_log2FC = -1.6, p_val_adj. = 1.99E-30, S6 Table), *Dlx2* (Fig 3H; avg_log2FC = -0.87, p_val_adj. = 1.26E-20, S6 Table), and *Isl1* (Fig 3I; avg_log2FC = -1.8, p_val_adj. = 5.79E-50, S6 Table). 

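Over the neuronal group of re-derived clusters 3, 6, 7, 10, 13 and 15, *Pou4f2* stood at 217 (209 to 224) CPM in control and 90.5 (87.0 to 94.1) in DKO cells, a log2 ratio of -1.26 (-1.33 to -1.18). The ratios of *Dlx1*, *Igfbp5*, *Dlx2* and *Isl1* were -1.40 (-1.49 to -1.30), -2.47 (-2.57 to -2.37), -1.38 (-1.51 to -1.25) and -0.58 (-0.61 to -0.54). Cluster 10 entered the group with 946 DKO and 3 control cells, so part of each ratio comes from the cells that it added. Cluster 3 held 905 of 2092 control and 1219 of 4580 DKO cells of the group, so its smaller share in DKO cells enters the ratios too. Within cluster 3, the ratios of *Pou4f2*, *Dlx1*, *Igfbp5*, *Dlx2* and *Isl1* were -1.12, -0.92, -2.13, -1.06 and -1.48. Clusters 6 and 7 also had cells of both libraries (559 and 365 control, 970 and 961 DKO cells), and their ratios are not listed here.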

Expression changes in these genes were also demonstrated in violin plots (Fig 3M). These findings indicate that early retinal ganglion cell differentiation is defective upon Six3 and Six6 dual deficiency.

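The median log2 ratio of these 5 genes in the neuronal group was -1.38 (-1.49 to -1.25). It moved most with Six3-low DKO cells of clusters 3, 6 and 10 alone, an alternative added after the values were seen, to -2.06. That choice kept 926 of 1219 DKO cells of cluster 3, 1 of 970 of cluster 6 and 791 of 946 of cluster 10, with 559 control cells of cluster 6 left in, so the value also reflects another mix of clusters. Cells of the ganglion-like clusters were not fewer: re-derived clusters 7 and 6 held 3.72% and 5.69% of control and 7.91% and 7.99% of DKO cells. Judged against control naïve-like cells, 0% of the DKO cells of these 2 clusters were Six3-low. Their shares thus do not bear on ganglion cells that lost *Six3*.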

The differentiation of photoreceptor cells was also defective upon Six3 and Six6 dual deficiency. 

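*Otx2* (ENSMUSG00000021848, chromosome 14 from 48657677 to 48673819) stood at 865 (783 to 953) CPM in control and 1076 (979 to 1179) in DKO cells of the photoreceptor-like re-derived cluster 18, which held 88 control and 114 DKO cells. The next highest level in a control cluster was 180.1, in cluster 9.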

In control retinal cells, cluster 18 was marked by *Otx2* expression (Figs 1A and 3K). 

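Of thinned control neurogenic-like cells, 15.6% (13.8% to 17.6%) had an *Otx2* UMI, 29.4% without thinning, against 0.127% of thinned control cells of red blood-like cluster 8. The share was 16.2% (14.3% to 18.3%) in those with an *Atoh7* UMI and 6.90% (2.57% to 14.4%) in those without.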

Interestingly, *Otx2* was also expressed in a subset of neurogenic retinal progenitor cells in the control (arrowhead in Fig 3K). 

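Over the neurogenic-like clusters the log2 ratio of *Otx2* was -0.34 (-0.47 to -0.21), from levels of 113 and 89.5 CPM. Within re-derived cluster 9 it was -0.04 (-0.20 to 0.11) and within cluster 3 -0.16 (-0.41 to 0.08). In the photoreceptor-like cluster 18 it was 0.31 (0.12 to 0.51), the other direction.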

Upon Six3 and Six6 dual deficiency, *Otx2* mRNA expression was downregulated (arrowheads in Fig 3K and 3L; Otx2 panel in 3M; avg_log2FC = -0.68, p_adj_FDR = 2.21E-05, S5 Table), indicating defects in photoreceptor cell differentiation.

Collectively, early retinal neurons, which are dominated by retinal ganglion cells at E13.5, branch out from Atoh7+ neurogenic retinal progenitor cells in the G1 phase in the UMAP graph of control retinas; differentiation of these early retinal neurons is defective upon Six3 and Six6 dual deficiency.

### The DKO-specific cell population is ectopic and featured by gene markers for the forebrain and amacrine cells

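The size of the part nearly without control cells changed with the setting. At the lower clustering resolution, clusters nearly without control cells held 4.78% of DKO cells. With doublets left out, such clusters held 6.05% of DKO cells, and with cells of at least 1000 genes alone 8.31%. Of the cells of re-derived cluster 10, doublets made up 0.421%.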

The DKO-specific cell population was ectopic since there were no control cells in this area of the UMAP graph (arrowheads in Fig 1A and 1B). 

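In the 946 DKO cells of re-derived cluster 10, *Atoh7* stood at 162 (151 to 175) CPM, *Gadd45a* at 59.2 (52.3 to 66.8) and *Gm14226* at 0. *Pou4f2*, *Dlx1*, *Igfbp5* and *Dlx2* stood at 7.37, 14.5, 9.38 and 9.61, against 94.4, 121, 102 and 60.0 in DKO cells of cluster 3. An *Atoh7* UMI was present in 14.2% (12.0% to 16.6%) of thinned cells of cluster 10, 21.9% without thinning, and in 2.27% of thinned DKO cells of red blood-like cluster 8. The share in white blood-like cells was higher than in cluster 8. Its interval overlapped that of cluster 10, so free RNA could account for much of the share there.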

The DKO-specific cell population comprised cluster 10 and subsets of cells in clusters 0, 3, and 6; they barely expressed neurogenic progenitor marker genes *Atoh7*, *Gadd45a*, and *Gm14226* (Fig 2I–2N) and retinal ganglion cell markers *Pou4f2*, *Dlx1*, *Igfbp5*, and *Dlx2* (Fig 3A–3J). Cluster 10, a DKO-specific cluster, was close to cluster 6 in the UMAP graph. Additionally, both the PCA analysis of cluster average gene expression and hierarchical clustering of the expression correlation matrix showed that cluster 10 was close to cluster 6 (S4 Fig).

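Over 5935 genes, the mean profile of re-derived cluster 10 correlated most with that of the ganglion-like cluster 6 (Pearson r 0.962), then with clusters 7 (0.934) and 13 (0.934). Clusters 6 and 7 correlated with each other at 0.967.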

To determine the identities of this DKO-specific cell population, we checked positive DEGs identified by comparing DKO_CrePos cells with control cells in clusters 10, 6, and 3 (S6 Table). *Foxg1*, which is strongly expressed in the forebrain and weakly expressed in the retina of E14.5 mouse embryos [33] (also see Genepaint database), was significantly upregulated in the DKO-specific cell population (Fig 4A and 4B; avg_log2FC = 1.1, p_val_adj = 1.66E-54, S6 Table). Similarly, significant upregulation of gene expression was found for *Epha3* (Fig 4C and 4D; avg_log2FC = 0.96, p_val_adj = 7.32E-28, S6 Table), *Dmrta2* (Fig 4E and 4F; avg_log2FC = 0.94, p_val_adj = 8.19E-45, S6 Table), *Uncx* (Fig 4G and 4H; avg_log2FC = 1.7, p_val_adj = 3.41E-89, S6 Table), *Enc1* (Fig 4I and 4J; avg_log2FC = 0.71, p_val_adj = 4.37E-17, S6 Table), *Tac1* (Fig 4K and 4L; avg_log2FC = 1.7, p_val_adj = 5.85E-35, S6 Table), and *Samd5* (Fig 4M and 4N; avg_log2FC = 0.60, p_val_adj = 5.96E-33, S6 Table). 

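Over the neuronal group, *Uncx* (ENSMUSG00000029546, chromosome 5 from 139543494 to 139548179) stood at 35.7 (32.8 to 38.8) CPM in control and 208 (203 to 213) in DKO cells, a log2 ratio of 2.54 (2.41 to 2.67). The ratios were 1.61 (1.48 to 1.75) for *Epha3* (ENSMUSG00000052504, chromosome 16 from 63543534 to 63864175), 3.47 (3.08 to 3.89) for *Dmrta2* (ENSMUSG00000047143, chromosome 4 from 109978053 to 109983687) and 1.95 (1.79 to 2.13) for *Enc1* (ENSMUSG00000041773, chromosome 13 from 97241105 to 97253034). They were 2.89 (2.75 to 3.04) for *Tac1* (ENSMUSG00000061762, chromosome 6 from 7554879 to 7565834) and 3.93 (3.52 to 4.38) for *Samd5* (ENSMUSG00000060487, chromosome 10 from 9622936 to 9675208). The median ratio of these 6 genes was 2.72 (2.58 to 2.85), and it moved most on the scale with 1 added to the mean count per 10000, to 0.69. In cluster 10, *Epha3*, *Dmrta2*, *Uncx*, *Enc1*, *Tac1* and *Samd5* stood at 328, 116, 538, 250.3, 390.4 and 182 CPM.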

In E14.5 mouse embryos, *Dmrta2*, *Epha3*, *Enc1*, *Tac1*, and *Samd5* are highly expressed in the forebrain; *Dmrta2* is modestly expressed in the retina; *Epha3* [34], *Enc1*, and *Tac1* are weakly expressed in the retina; *Samd5* is undetectable in the retina (based on the Genepaint database). 

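Over all control retinal cells, *Dmrta2* stood at 2.35 (2.00 to 2.76), *Tac1* at 8.66 (7.97 to 9.41) and *Samd5* at 8.11 (7.44 to 8.84) CPM. In thinned control retinal cells a UMI was present in 0.578%, 1.40% and 1.30% of cells, against 0%, 0% and 0% in red blood-like cluster 8.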

In our scRNA-seq dataset, the expression of *Dmrta2*, *Tac1*, and *Samd5* was barely detectable in control retinas (Fig 4E, 4K and 4M). Besides the DKO-specific cell population, the expression of *Foxg1*, *Epha3*, *Dmrta2*, *Enc1*, *Tac1*, *Samd5*, and *Tfap2c* was up-regulated in naïve retinal progenitor cells. 

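In naïve-like cells the log2 ratios of *Epha3*, *Dmrta2* and *Enc1* were 3.04 (2.85 to 3.24), 4.57 (4.20 to 4.96) and 0.69 (0.52 to 0.87). Those of *Tac1*, *Samd5* and *Tfap2c* (ENSMUSG00000028640, chromosome 2 from 172549593 to 172558622) were 5.48 (5.05 to 5.96), 2.80 (2.63 to 2.98) and 5.03 (4.61 to 5.47), from control levels of 1.22, 8.71 and 1.36 CPM.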

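*Tfap2c* had 4 UMIs in control and 505 in DKO cells of the neuronal group, a log2 ratio of 6.11 (4.74 to 7.99). The level in DKO cells was 57.7 CPM in re-derived cluster 3, 10.9 in cluster 10, 1.99 in cluster 6 and 21.8 in the amacrine- or horizontal-like cluster 16.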

Besides these forebrain markers, *Tfap2c*, a gene marker that is expressed in postmitotic amacrine cells in mice [35], was significantly up-regulated in a subset of the DKO-specific cell population (Fig 4Q and 4P; avg_log2FC = 0.67, p_val_adj = 1.94E-37, S6 Table). Expression changes in these genes were also demonstrated in violin plots (Fig 4Q–4T). Taken together, these findings indicate that gene markers for the forebrain and amacrine cells are significantly up-regulated in the DKO-specific cell population.

**Fig 4:**
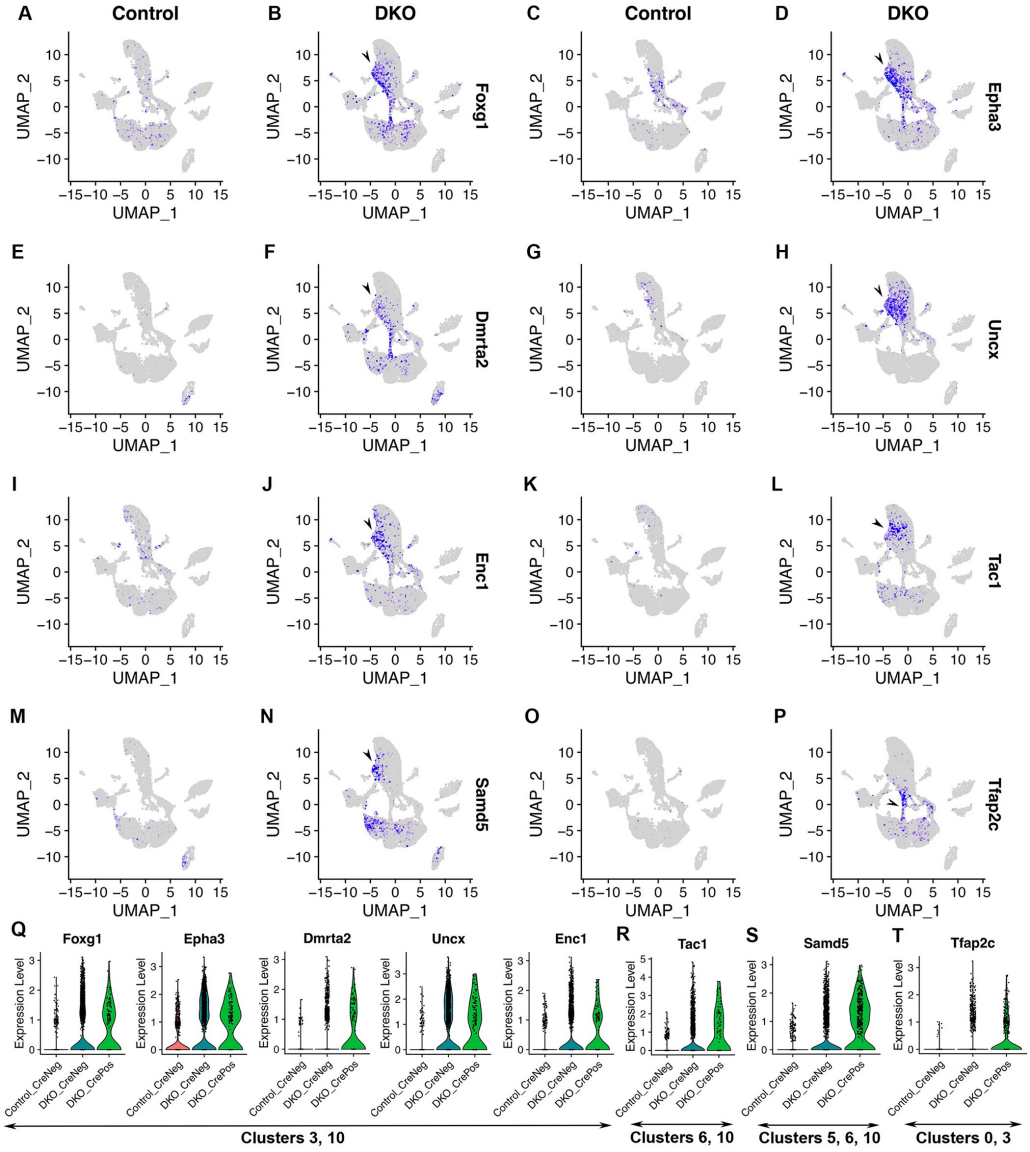
The DKO-specific cell population is featured by gene markers for the forebrain and amacrine cells. See Fig 1 for the information on cell clusters, cell cycle phases, and Six3 and Six6 dual deficiency. **(A–P)** Feature plots showed representative upregulated DEGs that were identified when DKO_CrePos cells and control cells in clusters 10, 6, and 3 were compared (see also S6 Table). In control retinas, these genes were barely or weakly expressed. In the DKO-specific cell population, these marker genes were significantly upregulated (A–N; see also S6 Table). These gene markers are highly expressed in the forebrain, but their expression in the retina is weak or undetectable (see the genepaint database). Besides the DKO-specific cell population, the expression of *Foxg1*, *Dmrta2*, *Epha3*, *Enc1*, *Tac1*, and *Samd5* was also significantly upregulated in naïve retinal progenitor cells upon Six3 and Six6 dual deficiency. Besides forebrain markers, amacrine cell marker *Tfap2c* was significantly upregulated in a subset of the DKO-specific cell population and naïve retinal progenitor cells upon Six3 and Six6 dual deficiency (O, P; see also S6 Table). **(Q–T)** Expression changes in these genes were also shown in violin plots.

### Ciliary margin cells are at an edge of the G1-phase naïve retinal progenitor cell cluster in control retinas and this cell population is expanded upon Six3 and Six6 dual deficiency

We assessed ciliary margin cells in the scRNA-seq dataset. In control retinas, cells at an edge of cluster 5 (the G1-phase naïve retinal progenitor cell cluster) were marked by the expression of *Gja1*, *Rbms1*, *Trpm1*, *Mitf*, *Fabp3*, and *Dct* (Fig 5; S2 Table). 

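Among re-derived clusters 0, 1, 4 and 5, cluster 4 was the 1 with over 50% of its thinned control cells in G1, 61.6% of 722. Cells in G1 were not confined to it, as cluster 0 had 37.0% of 1519. The control cells of cluster 4 held *Gja1* (ENSMUSG00000050953, mm10 chromosome 10 from 56377330 to 56402513) at 239.7 (228 to 251), *Rbms1* (ENSMUSG00000026970, chromosome 2 from 60750193 to 60963192) at 76.7 and *Trpm1* (ENSMUSG00000030523, chromosome 7 from 64153835 to 64269775) at 224 (213 to 235) CPM. *Mitf* (ENSMUSG00000035158, chromosome 6 from 97807052 to 98021349) stood at 36.9, *Fabp3* (ENSMUSG00000028773, chromosome 4 from 130308595 to 130315463) at 56.1 and *Dct* (ENSMUSG00000022129, chromosome 14 from 118012790 to 118052244) at 92.8 (85.8 to 100.2). In control naïve-like cells the 6 genes stood at 38.7, 22.1, 8.99, 3.36, 11.7 and 1.22.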

*Gja1* and *Fabp3* are specifically expressed in the ciliary margins of E14.5 mouse embryos (see Genepaint); a homolog of *Trpm1* in zebrafish is expressed in the ciliary margins [36]. *Mitf* is expressed in RPE and ciliary margins [37], and so is *Dct* (see Genepaint). In contrast to these ciliary margin markers, the expression of naïve retinal progenitor cell markers *Ccnd1*, *Sfrp2*, and *Vsx2* was very low at this ciliary margin region in the UMAP graph (Fig 2A, 2C and 2E).

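Of thinned control cells of re-derived cluster 4 with a *Gja1* UMI, 51.5% (44.3% to 58.7%) had a UMI of *Sfrp2*, against 85.7% (82.4% to 88.6%) of those without. For *Ccnd1* the shares were 60.6% (53.4% to 67.5%) and 75.6% (71.7% to 79.2%). Beside a *Trpm1* UMI the shares were 39.4% for *Sfrp2* and 42.4% for *Ccnd1*, against 82.2% and 76.1% without it.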

**Fig 5:**
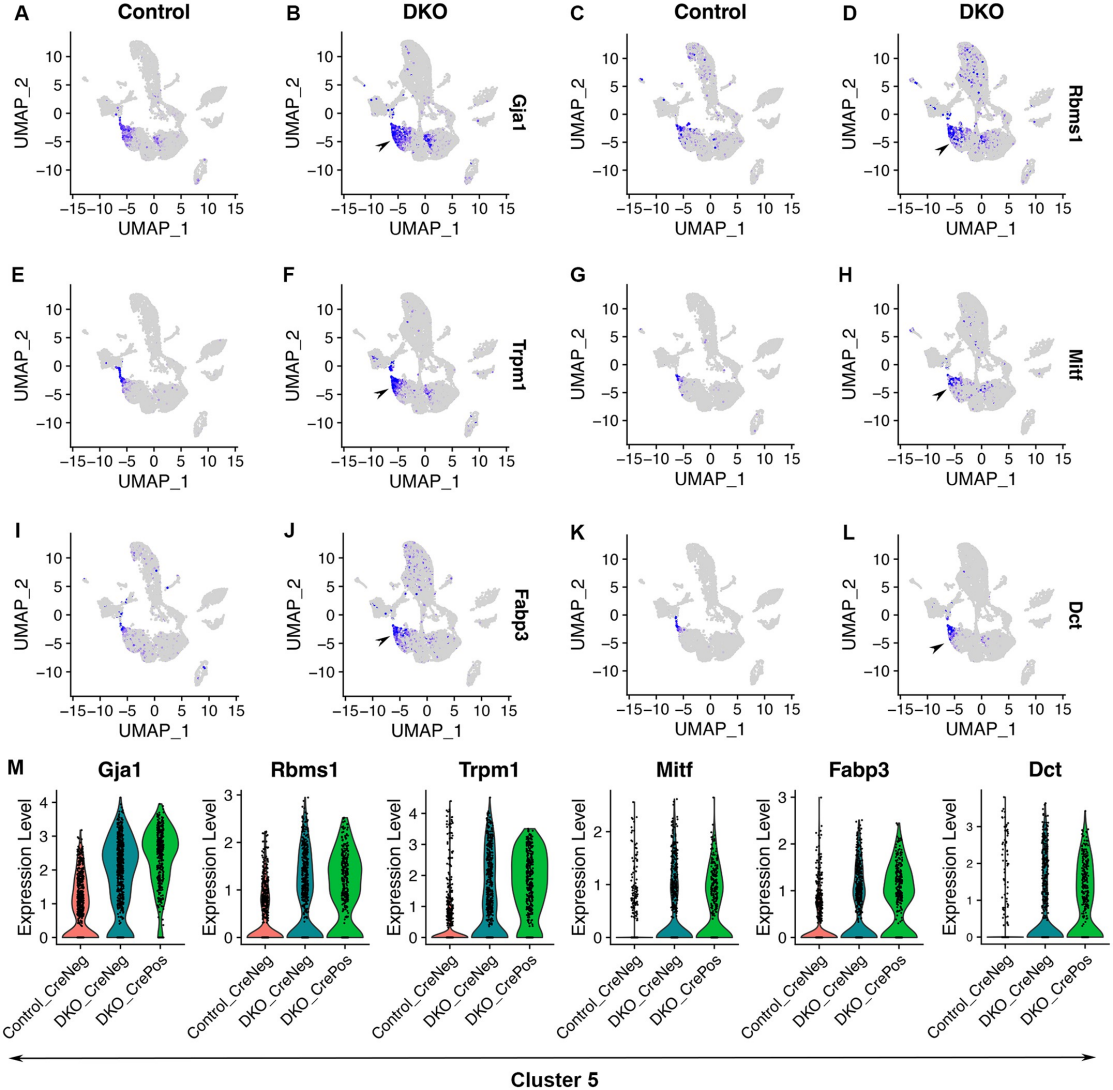
Ciliary margin cells are at an edge of the G1-phase naïve retinal progenitor cell cluster in control retinas and this cell population is expanded upon Six3 and Six6 dual deficiency. See Fig 1 for the information on cell clusters, cell cycle phases, and Six3 and Six6 dual deficiency. **(A–L)** In control retinas, ciliary margin cells were marked by the expression of *Gja1*, *Rbms1*, *Trpm1*, *Mitf*, *Fabp3*, and *Dct*, and these cells were at an edge of cluster 5 (A, C, E, G, I, K, respectively; see also S2 Table). These genes were significantly upregulated, mostly in cluster 5, upon Six3 and Six6 dual deficiency (B, D, F, H, J, L, respectively; see also S7 Table). **(M)** Expression changes of these genes in cluster 5 were also shown in violin plots.

We identified DEGs caused by Six3 and Six6 dual deficiency by comparing DKO_CrePos cells with control cells in cluster 5 (S7 Table). Upon Six3 and Six6 dual deficiency, significant upregulation was found for genes *Gja1* (Fig 5A and 5B; avg_log2FC = 2.1, p_val_adj = 8.07E-90, S7 Table), *Rbms1* (Fig 5C and 5D; avg_log2FC = 1.0, p_val_adj = 6.71E-36, S7 Table), *Trpm1* (Fig 5E and 5F; avg_log2FC = 1.4, p_val_adj = 4.83E-72, S7 Table), *Mitf* (Fig 5G and 5H; avg_log2FC = 0.67, p_val_adj = 2.75E-33, S7 Table), *Fabp3* (Fig 5I and 5J; avg_log2FC = 0.85, p_val_adj = 1.06E-37, S7 Table), and *Dct* (Fig 5K and 5L; avg_log2FC = 1.1, p_val_adj = 1.52E-57, S7 Table). 

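In re-derived cluster 4, *Gja1* rose to 1034 (1012 to 1056) CPM in DKO cells, a log2 ratio of 2.11 (2.03 to 2.18). The ratios of *Rbms1*, *Trpm1* and *Mitf* were 1.59 (1.45 to 1.73), 1.77 (1.69 to 1.85) and 1.53 (1.32 to 1.73), and those of *Fabp3* and *Dct* were 1.46 (1.30 to 1.63) and 1.80 (1.68 to 1.92). Their median was 1.68 (1.56 to 1.79). It changed direction with the libraries merged without integration, to -1.66, where the matching cluster held 42 control and 1370 DKO cells.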

Expression changes in these genes were also demonstrated in violin plots (Fig 5M).

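Of thinned cells of re-derived cluster 4, 27.4% (24.2% to 30.8%) of control and 67.2% (64.1% to 70.2%) of DKO cells had a *Gja1* UMI (52.4% and 83.5% without thinning), against 0% and 0% of cells of red blood-like cluster 8. For *Dct* the shares were 5.26% (3.75% to 7.15%) and 27.0% (24.2% to 30.0%) (8.59% and 42.2% without thinning). Thinning left out 11 control and 21 DKO cells of cluster 4. The median depths were 8496 and 6796 UMIs in cluster 4. With the 55 DKO cells of cluster 4 from Six3-low subclusters alone, the median log2 ratio changed direction, to -0.98 (-2.14 to -0.32), as did those of *Gja1*, *Trpm1* and *Dct*, to -0.98 (-1.45 to -0.54), -2.50 (-3.37 to -1.75) and -3.45 (-5.73 to -1.90). These cells held *Six3* at 133 CPM, a log2 ratio of -0.91 to control cells. Part of them came from a subcluster of 31 DKO cells, 93.5% of them in cluster 4, with *Six3* at 36.7 and *Six6* at 5.24 CPM. A subcluster of 949 DKO cells, 91.1% of them in cluster 4, held *Six3* at 162 (154 to 171) and *Six6* at 46.8 CPM. It did not count as Six3-low. The change in direction thus does not set cells without *Six3* against cells that kept it. It rests in part on a small group unlike most DKO cells of cluster 4, whose identity was not tested.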

Taken together, the ciliary margin cell population is at an edge of the G1-phase naïve retinal progenitor cell cluster in control retinas and this population expands upon Six3 and Six6 dual deficiency.

### Regulators of the Wnt pathway, FGF pathway, and actin cytoskeleton are affected by Six3 and Six6 dual deficiency

Our differential expression analysis identified defects in numerous signal transduction pathways following Six3 and Six6 dual deficiency. In the Wnt pathway, *Wls* expression was significantly upregulated in clusters 5 (Fig 6A and 6B, avg_log2FC = 1.6, p_val_adj = 0, S4 Table), and *Rspo3* expression was significantly upregulated in cluster 10 (Fig 6C and 6D, avg_log2FC = 1.1, p_val_adj = 1.47E-56, S6 Table), whereas *Fzd1* expression was widely upregulated in Six3- and Six6-deficient cells (Fig 6E and 6F, avg_log2FC = 0.62, p_val_adj = 5.41E-43, S6 Table). In addition, *Fzd5* expression was significantly down-regulated in naïve retinal progenitor cells (Fig 6G and 6H, avg_log2FC = -0.73, p_val_adj = 1.52E-127, S4 Table). 

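*Wls* (ENSMUSG00000028173, chromosome 3 from 159839672 to 159938664) had 33 UMIs in control and 3172 in DKO naïve-like cells, a log2 ratio of 6.77 (6.28 to 7.32), and a ratio of 3.43 (3.24 to 3.62) in re-derived cluster 4. Over the neuronal group, *Rspo3* (ENSMUSG00000019880, chromosome 10 from 29452416 to 29535867) had 11 control and 1814 DKO UMIs, a ratio of 6.50 (5.65 to 7.50), with a level of 319.8 (303 to 337) CPM in cluster 10. *Fzd1* (ENSMUSG00000044674, chromosome 5 from 4753839 to 4758035) had ratios of 3.29 (2.90 to 3.71) in the neuronal group and 1.79 (1.64 to 1.94) in naïve-like cells.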

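*Fzd5* (ENSMUSG00000045005, chromosome 1 from 64730558 to 64737751) stood at 151 (147 to 155) CPM in control and 83.5 (80.3 to 86.8) in DKO cells of the naïve-like clusters, a log2 ratio of -0.86 (-0.92 to -0.79). With Six3-low DKO cells alone the ratio was -1.51.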

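In naïve-like cells, *Fgf9* (ENSMUSG00000021974, chromosome 14 from 58070547 to 58112720) stood at 132 (129 to 136) CPM in control and 55.9 (53.3 to 58.6) in DKO cells, a log2 ratio of -1.24 (-1.32 to -1.16). *Fgf15* (ENSMUSG00000031073, chromosome 7 from 144896531 to 144900953) stood at 454 (447 to 461) CPM in control and 369 (362 to 376) in DKO cells, a ratio of -0.30 (-0.33 to -0.26).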

In the FGF pathway, significant downregulation of expression in naïve retinal progenitor cells was found for *Fgf9* (Fig 6I and 6J, avg_log2FC = -0.96, p_val_adj = 7.93E-220, S4 Table) and *Fgf15* (Fig 6K and 6L, avg_log2FC = -0.56, p_val_adj = 9.01E-70, S4 Table), with a stronger reduction in *Fgf9* expression. The expression of *Filip1*, which promotes the degradation of filamin A and therefore remodels the actin cytoskeleton [38], was significantly upregulated (Fig 6M and 6N, avg_log2FC = 1.8, p_val_adj = 0, S4 Table). 

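*Filip1* (ENSMUSG00000034898, chromosome 9 from 79815051 to 80012851) stood at 71.2 (68.4 to 74.0) CPM in control and 334 (328 to 340.5) in DKO cells of the naïve-like clusters, a log2 ratio of 2.23 (2.17 to 2.29). In neurogenic-like cells the ratio was 0.98 (0.90 to 1.06). A UMI was present in 11.2% (10.2% to 12.3%) of control and 40.3% (38.7% to 42.0%) of DKO naïve-like cells after thinning (36.1% and 68.3% without), against 0.380% and 0.974% of cells of red blood-like cluster 8. The medians before thinning were 8618 and 7412 UMIs per naïve-like cell, and 42 and 52 cells were left out.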

The expression of *Ezr*, which serves as an intermediate between the plasma membrane and the actin cytoskeleton [39], was significantly upregulated in naïve retinal progenitor cells (Fig 6O and 6P; avg_log2FC = 0.67, p_val_adj = 7.12E-87, S4 Table). These findings indicate that regulators of the Wnt pathway, FGF pathway, and actin cytoskeleton are affected by Six3 and Six6 dual deficiency.

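*Ezr* (ENSMUSG00000052397, chromosome 17 from 6738041 to 6782784) stood at 78.0 (75.1 to 80.9) CPM in control and 123 (119 to 127) in DKO cells of the naïve-like clusters, a log2 ratio of 0.65 (0.58 to 0.73).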

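As a reference for the size of these changes, the median log2 ratio of all 3496 genes with enough UMIs was 0.04 in naïve-like cells. In neurogenic-like cells and the neuronal group it was 0.00 and 0.01, and in re-derived cluster 4 it was 0.03.

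**Figure D2:**
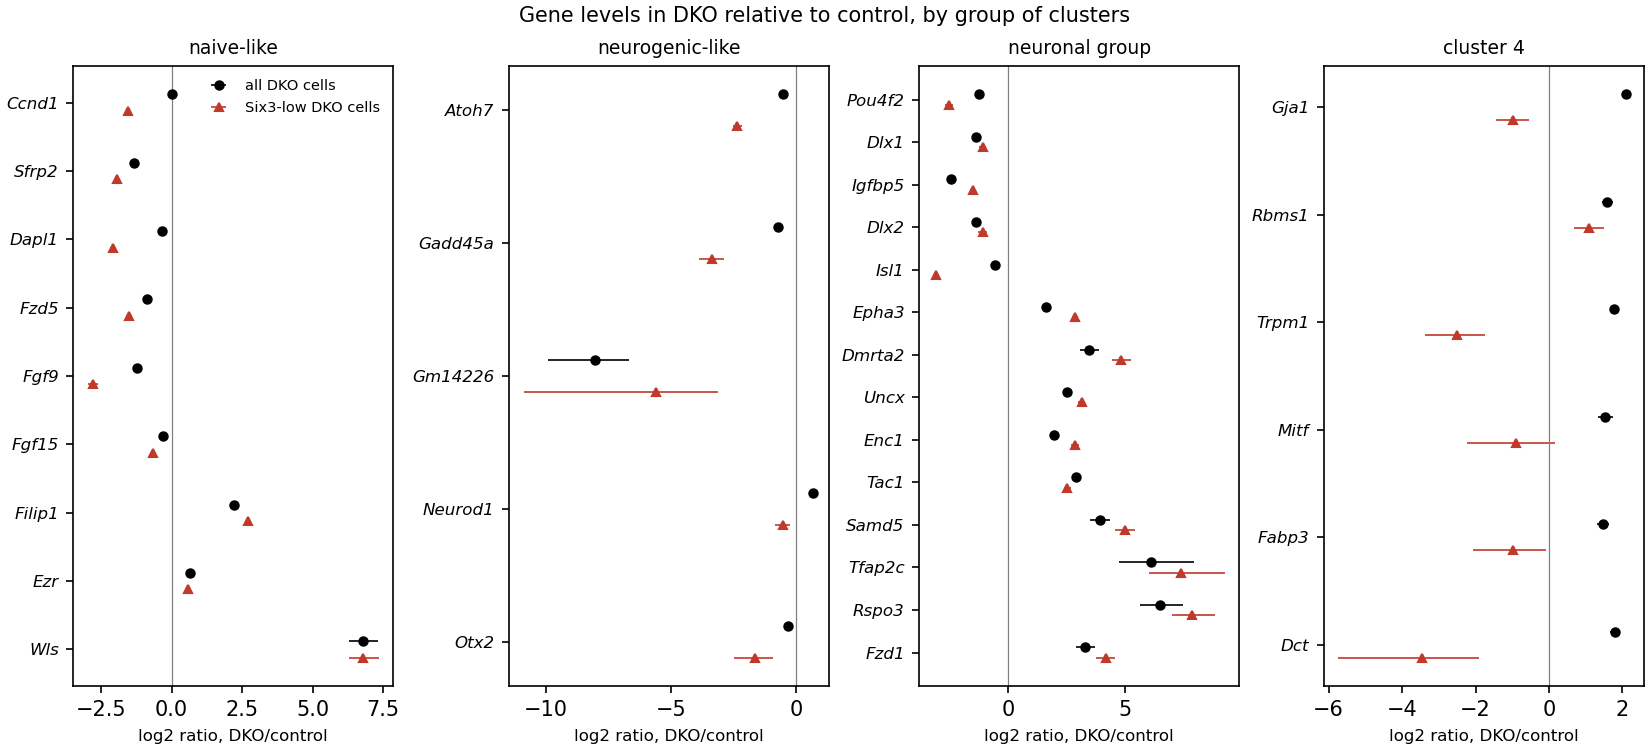
Log2 ratios of gene levels in DKO over control cells in the naïve-like clusters, the neurogenic-like clusters, the neuronal group and re-derived cluster 4, with 95% intervals that cover counting error only. Black circles are all DKO cells and red triangles Six3-low DKO cells, which in the neuronal group leave out nearly all DKO cells of clusters 6 and 7.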

**Fig 6:**
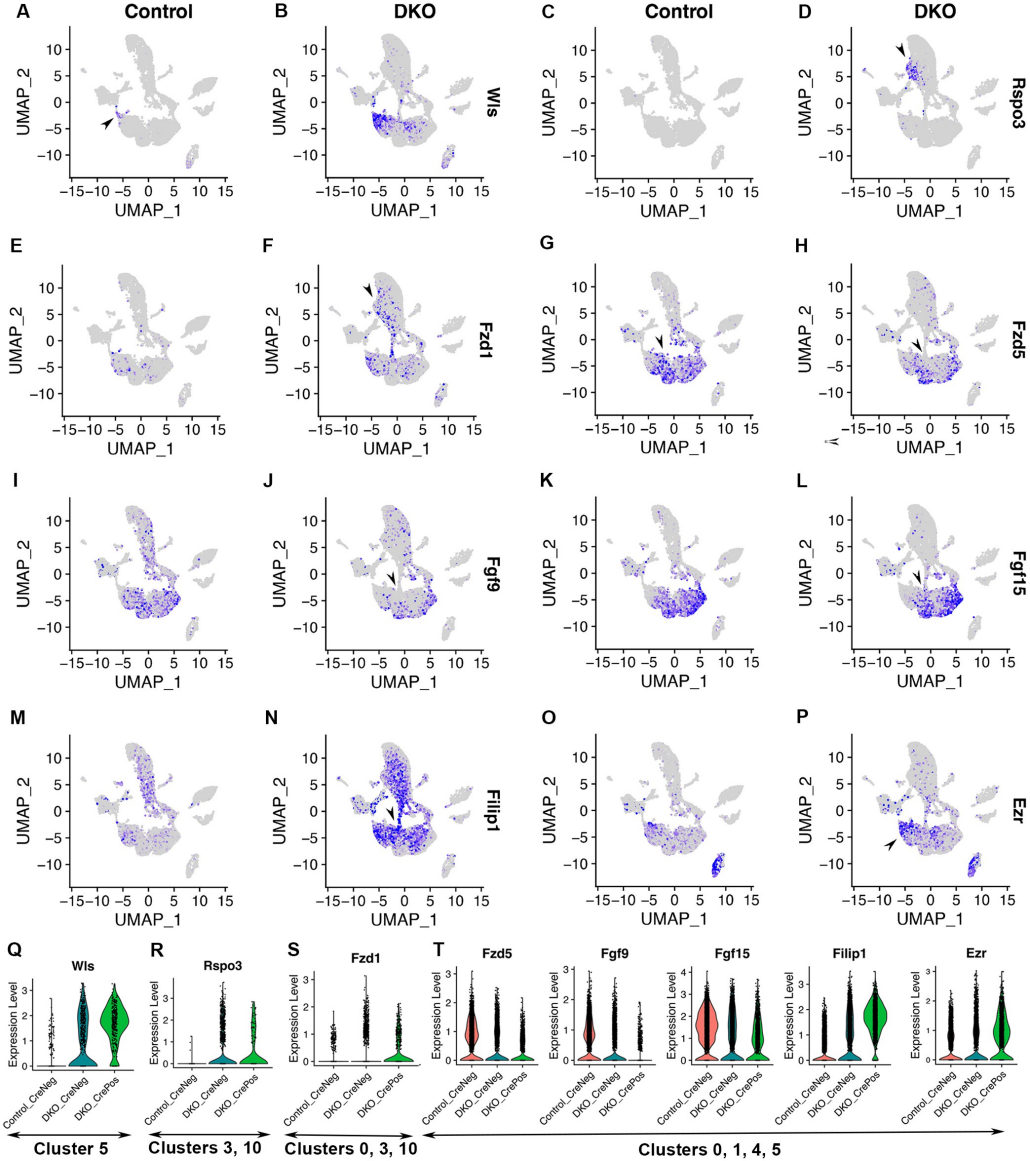
Regulators of the Wnt pathway, FGF pathway, and actin cytoskeleton are affected by Six3 and Six6 dual deficiency. See Fig 1 for the information on cell clusters, cell cycle phases, and Six3 and Six6 dual deficiency. **(A–H)** In control retinas, *Wls* expression was restricted to a subset of ciliary margin cells (A), *Rspo3* expression was undetectable (C), *Fzd1* was sparsely expressed in naïve retinal progenitor cells in cluster 5 (E), and *Fzd5* was widely expressed in naïve retinal progenitor cells (G). Upon Six3 and Six6 dual deficiency, *Wls*, *Rspo3*, *and Fzd1* were significantly upregulated (B, D, F) whereas *Fzd5* was significantly downregulated (H). See also S4–S7 Tables. **(I–L)** In control retinas, *Fgf9* and *Fgf15* were highly expressed in naïve retinal progenitor cells (I, K). In Six3- and Six6-deficient cells, *Fgf9* and *Fgf15* were significantly downregulated (J, L; see also S4 Table). **(M–P)** Actin cytoskeleton regulators *Filip1* and *Ezr* were significantly upregulated upon Six3 and Six6 dual deficiency. See also S4 and S6 Tables. **(Q–T)** Expression changes of these genes were also shown in violin plots.

### Validation of major DEGs using in situ hybridization

To validate the DEGs identified using scRNA-seq, we performed *in situ* hybridization of DKO and control embryos at E13.5 (Fig 7). In control retinas, *Gja1* was strongly expressed at ciliary margins. In DKO retinas, *Gja1* expression was expanded in peripheral retinas. In control retinas, *Dct* was expressed at the retinal pigment epithelium and the tip of ciliary margins. In DKO retinas, *Dct* expression was drastically upregulated in peripheral retinas. In control retinas, *Wls* was weakly expressed at the tip of ciliary margins. In DKO retinas, *Wls* expression was significantly upregulated in peripheral retinas. In control retinas, *Rspo3* did not show any specific expression above the background level. In DKO retinas, *Rspo3* expression was substantially upregulated in peripheral retinas. Therefore, major DEGs identified using scRNA-seq are confirmed by expression analysis.

**Fig 7:**
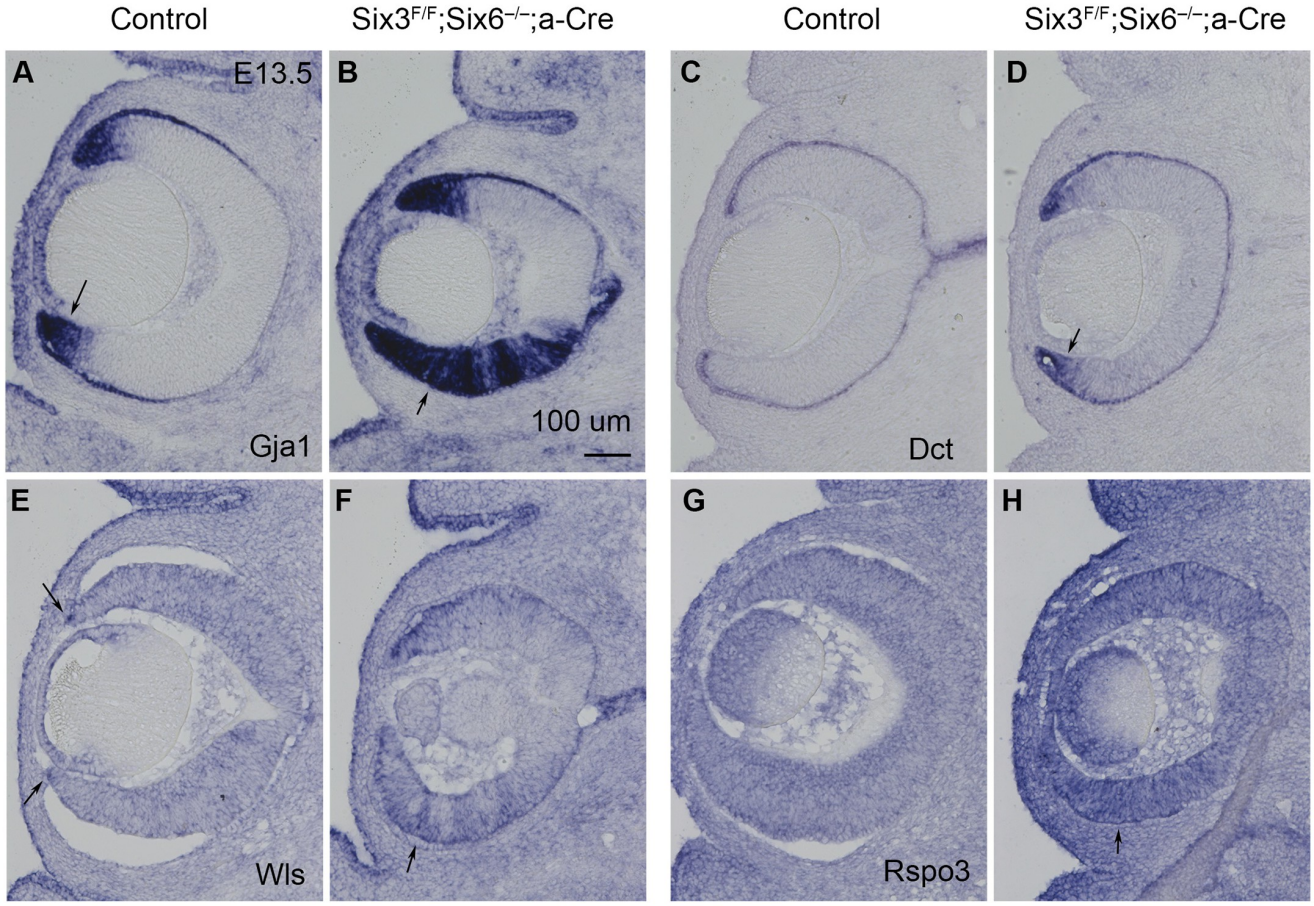
Validation of major DEGs using *in situ* hybridization. **(A, B)** *Gja1* expression was drastically upregulated in peripheral retinas upon Six3 and Six6 dual deficiency. **(C, D)** *Dct* expression was substantially upregulated in peripheral retinas upon Six3 and Six6 dual deficiency. **(E, F)** *Wls* expression was substantially upregulated in peripheral retinas upon Six3 and Six6 dual deficiency. **(G, H)** *Rspo3* expression was substantially upregulated in peripheral retinas upon Six3 and Six6 dual deficiency. Scale bar, 100 μm.

### Identification of enriched GO terms in DEGs caused by Six3 and Six6 dual deficiency

We functionally annotated the DEGs between DKO_CrePos and control cells in clusters 0, 1, 4, and 5 (S4 Table), in clusters 3 and 9 (S5 Table), and in clusters 10, 6, and 3 (S6 Table). Top enriched GO terms in the DEGs between DKO_CrePos and control cells in clusters 0, 1, 4, and 5 included forebrain development, axonogenesis, eye development, epithelial cell proliferation, and cell junction assembly (Fig 8A). Top enriched GO terms in the DEGs between DKO_CrePos and control cells in clusters 3 and 9 included forebrain development, axonogenesis, eye development, telencephalon development, cell fate commitment, axon guidance, and amacrine cell differentiation (Fig 8B). Top enriched GO terms in DEGs between DKO_CrePos and control cells in clusters 10, 6, and 3 included forebrain development, axonogenesis, eye development, and telencephalon development. Taken together, DEGs in these three groups are enriched with both related and distinct GO terms.

**Fig 8:**
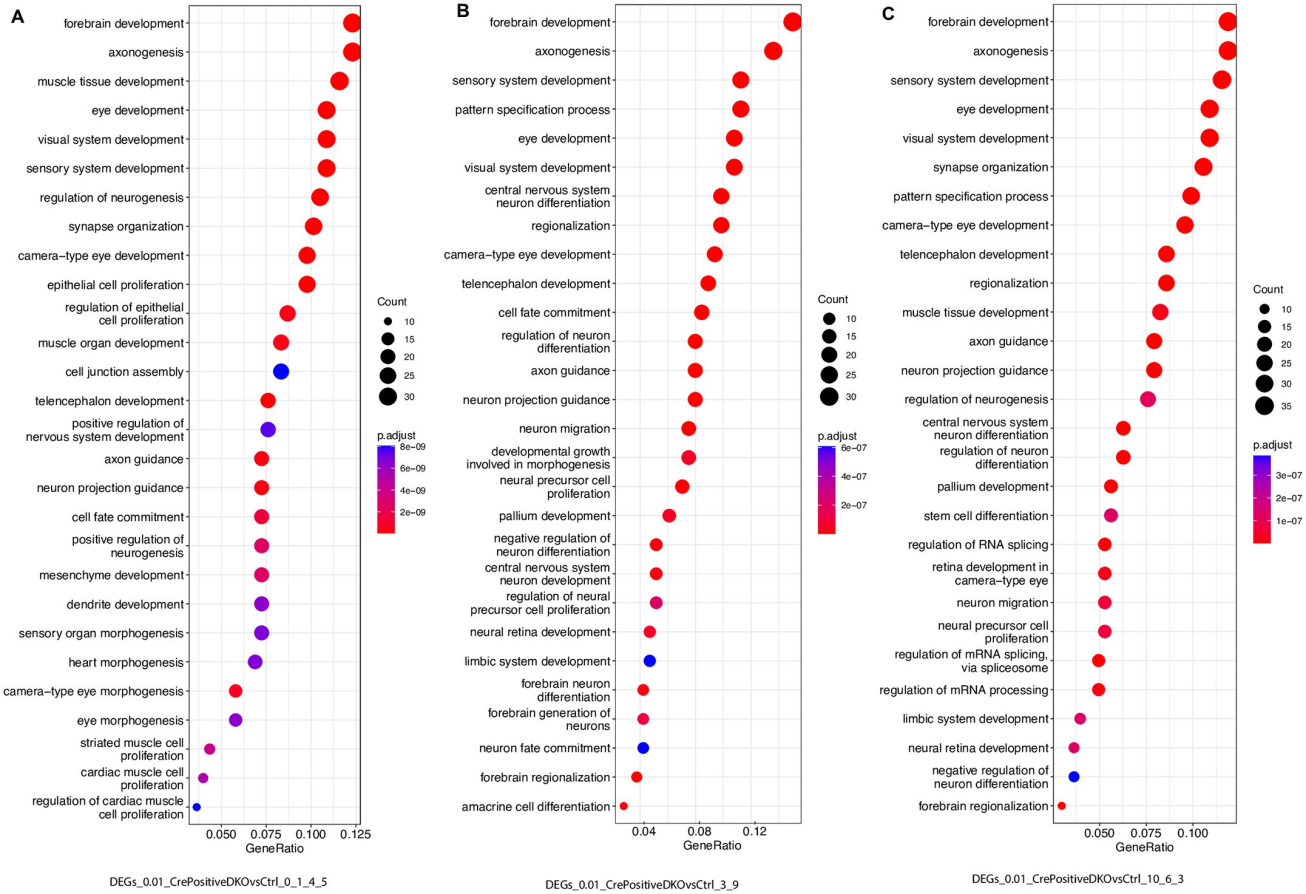
Identification of enriched GO terms in DEGs caused by Six3 and Six6 dual deficiency. **(A)** Enriched GO terms in DEGs caused Six3 and Six6 dual deficiency in naïve retinal progenitor cells (clusters 0, 1, 4, and 5). See also S4 Table. **(B)** Enriched GO terms in DEGs caused Six3 and Six6 dual deficiency in neurogenic retinal progenitor cells (clusters 3 and 9). See also S5 Table. **(C)** Enriched GO terms in DEGs caused Six3 and Six6 dual deficiency in clusters 10, 6, and 3. See also S6 Table.

### Developmental trajectories of naïve retinal progenitor cells are altered upon Six3 and Six6 dual deficiency

To elucidate the developmental trajectories of control and Six3- and Six6-deficient retinal cells, we analyzed RNA velocities in the integrated dataset using the scVelo package [28]. The percentages of spliced and unspliced transcripts were 66% and 34%, respectively, for the control sample, and 67% and 33%, respectively, for the DKO sample (S5 Fig), indicating that the capture of nascent transcripts was efficient for both samples. In control retinas, naïve retinal progenitor cells had two major trajectories: one was toward ciliary margin cells in cluster 5, and the other was toward neuronal differentiation through an Atoh7+ neurogenic state. In the neuronal differentiation trajectory, the route toward cluster 7 was a major branch at this stage (S6A Fig). In Six3- and Six6-deficient cells, the trajectory toward ciliary margin cells was enhanced (arrowheads in S6A and S6B Fig), the trajectory toward neuronal differentiation was defective, and an ectopic trajectory lacking the Atoh7+ state led to ectopic neurons (arrows in S6B Fig). Therefore, Six3 and Six6 jointly regulate the developmental trajectories of naïve retinal progenitor cells in the mouse retina.

### Identification of Six3 and Six6 chromatin occupancies at major target genes in wild-type E13.5 mouse retinas

To assess whether the identified DEGs were direct target genes, we examined Six3 and Six6 chromatin occupancies at these DEGs in wild-type E13.5 mouse retinas. Six3 and Six6 chromatin occupancies were identified using CUT&RUN, with two antibodies against Six3 (labeled as Six3_abs and Six3_ori, respectively) and one antibody against Six6. Chromatin peaks of Six3 and Six6 were called using SEACR1.3 [40] with IgG as a control. Here, we show IGV views for major DEGs; details of the CUT&RUN dataset will be reported elsewhere. Both upregulated and downregulated DEGs had Six3 and Six6 chromatin occupancies. Notably, multiple peaks of Six3 and Six6 chromatin occupancies were found at *Sox2* (Fig 9A), which was downregulated upon Six3 and Six6 dual deficiency [7]. Sox2 is essential for the maintenance of multipotent retinal progenitor cells [14–16]. Down-regulated DEGs with Six3 and Six6 chromatin occupancies also included naïve retinal progenitor cell marker genes *Ccnd1* and *Dapl1* (Fig 9B and 9C), neurogenic retinal progenitor cell marker gene *Gadd45a* (Fig 9D), and retinal ganglion cell marker genes *Dlx1* and *Dlx2* (Fig 9E). Up-regulated DEGs with Six3 and Six6 chromatin occupancies included ciliary margin marker gene *Dct* (Fig 9F), the gene *Wls* that regulates Wnt proteins sorting and secretion (Fig 9G), neurogenic retinal progenitor cell marker gene *Neuorod1* (Fig 9H), ectopic-neuron marker gene *Samd5* (Fig 9I), and actin cytoskeleton regulator gene *Filip1* (Fig 9J). These findings indicate that Six3 and Six6 jointly control diverse target genes that are differentially expressed in multiple cell populations over developmental trajectories of mouse embryonic retinal progenitor cells.

**Fig 9:**
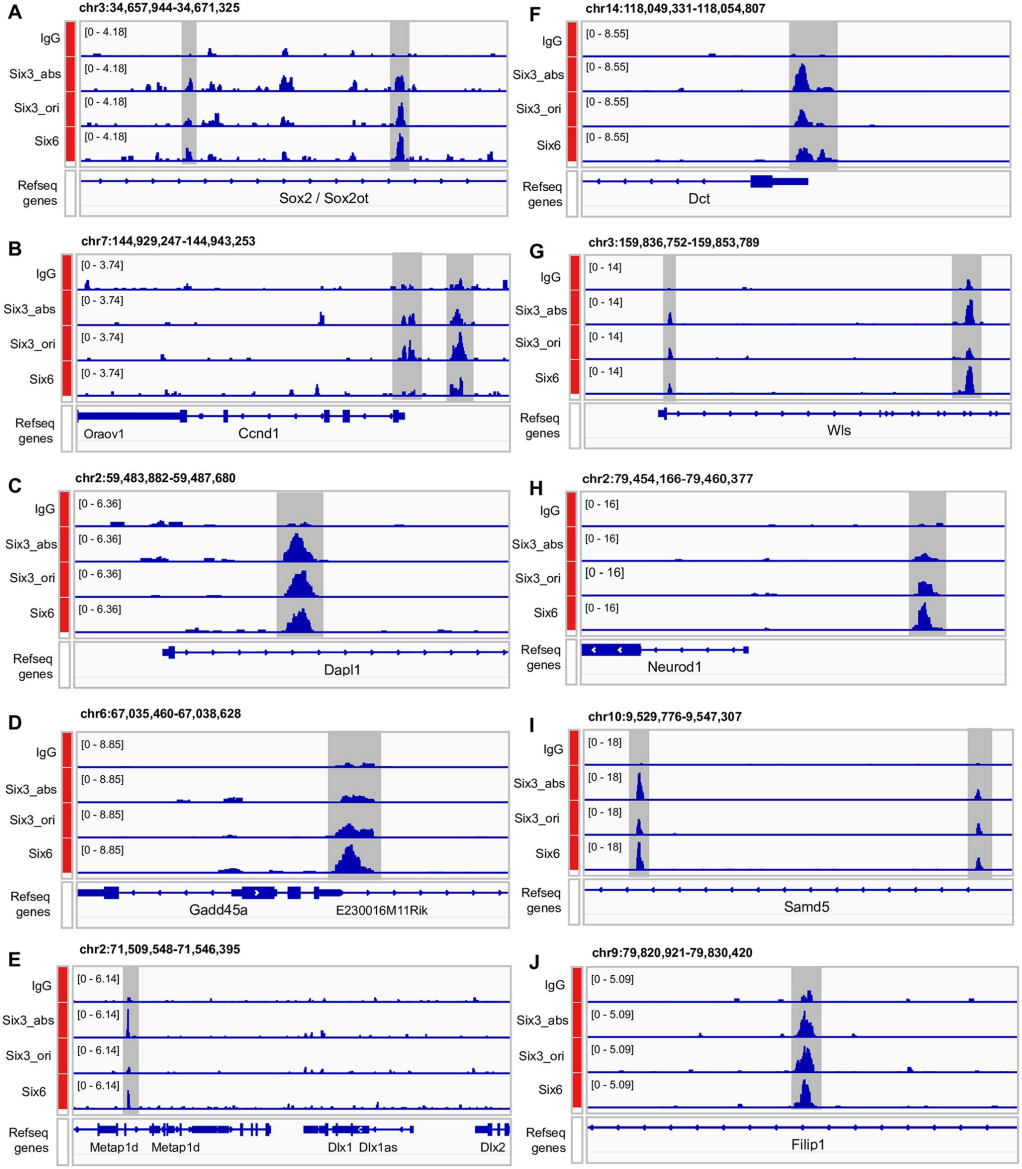
Identification of Six3 and Six6 chromatin occupancies at diverse target genes in multiple cell populations of wild-type E13.5 mouse retinas. Six3 and Six6 chromatin occupancies were identified using CUT&RUN, with two antibodies against Six3 (labeled as Six3_abs and Six3_ori, respectively) and one antibody against Six6. **(A–J)** Six3 and Six6 chromatin occupancies were found at both up-regulated and down-regulated DEGs, and these DEGs were expressed in multiple cell populations of wild-type E13.5 mouse retinas. Notably, multiple peaks of Six3 and Six6 chromatin occupancies were found at *Sox2* (A), which was downregulated upon Six3 and Six6 dual deficiency. Down-regulated DEGs with Six3 and Six6 chromatin occupancies also included naïve retinal progenitor cell marker genes *Ccnd1* (B) and *Dapl1* (C), neurogenic retinal progenitor cell marker gene *Gadd45a* (D), and RGC marker genes *Dlx1* and *Dlx2* (E). Up-regulated DEGs with Six3 and Six6 occupancies included ciliary margin marker gene *Dct* (F), the gene *Wls* that regulates Wnt proteins sorting and secretion (G), neurogenic retinal progenitor cell marker gene *Neurod1* (H), ectopically expressed gene *Samd5* (I), and actin cytoskeleton regulator gene *Filip1* (J).

## Discussion

In this study, we performed scRNA-seq of control and DKO mouse eyecups at E13.5. We identified cell clusters based on their transcriptomes and then inferred developmental trajectories based on RNA velocities in the integrated control and DKO datasets. The UMAP graphing of individual cells revealed the relationships between tens of thousands of cells in eyecups. Differential expression analysis not only confirmed previous phenotype studies but also identified cluster markers along developmental trajectories and DEGs caused by Six3 and Six6 dual deficiency. We identified transcriptomes, cell trajectories, and major target genes that are jointly regulated by Six3 and Six6, providing deeper insight into the molecular mechanisms underlying the maintenance and differentiation of retinal progenitor cells.

Cell clustering and RNA velocity analysis reveal developmental trajectories of naïve retinal progenitor cells in control retinas. RNA velocity measures the abundance of unspliced and spliced transcripts, extracting directed information to infer developmental trajectories. In 10x Genomics, cDNA is synthesized using the strategy of annealing oligo dT to stretches of poly A, which is mostly at the 3’-end of genes. In our experiments, cDNA synthesis captured sufficient amounts of unspliced transcripts in our samples for velocity analysis. In the UMAP graph and streamline plot of RNA velocities, naïve retinal progenitor cells progressed toward two major developmental trajectories: one trajectory was toward ciliary margin differentiation, and the other trajectory was toward neuronal differentiation. Cells at the end of the ciliary margin trajectory in the UMAP graph differentially expressed components of the Wnt signaling pathway, such as *Fzd1* and *Wls*. Notably, *Fgf9* and *Fgf15* were expressed in naïve retinal progenitor cells in a pattern that was complementary to that of *Fzd1* and *Wls* in the UMAP graph, forming opposing gradients of Wnt and Fgf activity. Additionally, ciliary margin cells did not express *Atoh7*. The relative positions of cell domains expressing *Fzd1*, *Wls*, and *Fgf15* in the UMAP graph accurately reflected their relative positions in histological sections [8, 41]. Additionally, ciliary margin cells were at an edge of naïve retinal progenitor cell cluster at the G1 phase. These findings strongly indicate that ciliary margin cells are directly differentiated from naïve retinal progenitor cells at the G1 phase under the regulation of the Wnt signaling, consistent with previous findings [5, 7, 8].

Neuronal differentiation from naïve retinal progenitor cells goes through a neurogenic state marked by *Atoh7* expression. *Atoh7* expression overlapped with the expression of naïve retinal progenitor cell markers at one end and early retinal ganglion cell markers at the other end in the UMAP graph, indicating that *Atoh7* expression serves as a transition state toward neuronal differentiation from naïve retinal progenitor cells, consistent with recent findings by the Mu lab [20]. A few key gene markers for retinal ganglion cell differentiation, such as *Pou4f2* and *Isl1*, exhibited a progression of expression patterns toward the end of the retinal ganglion cell trajectory in the UMAP graph. Key gene markers for photoreceptor, amacrine, and horizontal cell differentiation displayed expression patterns that branched out from Atoh7+ neurogenic retinal progenitor cells in the UMAP graph. These findings indicate that neuronal differentiation from naïve retinal progenitor cells goes through a common neurogenic state marked by Atoh7 expression and then toward lineage-specific differentiation through a progression of cell states dictated by a cascade of regulators.

Previous lineage-tracing studies identified a cell lineage from ciliary margin cells to retinal neurons [6, 42, 43], but this lineage was not evident in our cell trajectory analysis of scRNA-seq, possibly due to the sensitivity of the scVelo analysis. Consistently, this lineage was not detected in another cell trajectory analysis of scRNA-seq of the retina [44].

scRNA-seq enables the identification of DEGs caused by Six3 and Six6 dual deficiency in defined cell groups, which is a substantial advantage over bulk RNA-seq. Our previous bulk RNA seq analysis demonstrated that *Six3* and *Six6* compound inactivation, but not any single *Six3* conditional inactivation or *Six6* germline inactivation in naïve retinal progenitor cells, cause major expression changes (Diacou et al., 2018). In our scRNA-seq, we identified DEGs caused by Six3 and Six6 dual deficiency in naïve retinal progenitor cells, neurogenic retinal progenitor cells, the ectopic cell cluster, and ciliary margin cells, respectively; representatives of these DEGs were validated using *in situ* hybridization and supported by chromatin mapping of Six3 and Six6 in E13.5 retinas. A substantial number of DEGs identified by scRNA-seq, such as *Gadd45a*, *Rspo3*, *Enc1*, and *Dlx1* shown in feature plots, were not identified in previous bulk RNA-seq due to the lack of cell clustering [7]. On the other hand, scRNA-seq missed out on some DEGs identified by previous bulk RNA-seq owing to the read depth. A union of DEGs identified by scRNA-seq and bulk RNA-seq revealed over 2000 candidate genes downstream of Six3 and Six6 joint functions. Importantly, a large portion of identified DEGs had Six3 and Six6 chromatin occupancies. Therefore, DEGs identified using scRNA-seq are strongly supported by independent assays.

Major target genes of Six3 and Six6 include *Sox2*, which is a well-known essential regulator of multipotent retinal progenitor cells. Direct transcriptional regulation of *Sox2* at least partially explains the phenotypes in *Six3* and *Six6* compound mutant retinas, but it is unlikely that Six3 and Six6 functions are only passed to Sox2. Indeed, diverse target genes in multiple cell populations across developmental trajectories indicate multiple functions of Six3 and Six6 during early retinal differentiation.

Six3 and Six6 together are essential for the maintenance and proper differentiation of retinal progenitor cells. When Six3 was conditionally deleted in peripheral naïve retinal progenitor cells starting at E10.5 together with Six6 germline inactivation, both naïve and neurogenic retinal progenitor cells exhibited deficits in marker expression: *Ccnd1*, *Sfrp2*, *Vsx2*, and *Atoh7* were significantly downregulated whereas *Neurod1* was significantly upregulated. One important aspect of Six3 and Six6 joint functions was the maintenance of naïve retinal progenitor cells in a proliferative state, as Six3 and Six6 dual deficiency caused downregulation of *Ccnd1*, a lower proportion of cells in the S phase, and a higher proportion of cells in the G1 phase. Additionally, neuronal differentiation was disrupted whereas ciliary margin differentiation was enhanced. 

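In the naïve-like clusters *Ccnd1* was lower in the DKO cells with low *Six3* and not in the others. Within re-derived cluster 0 the log2 ratio of *Ccnd1* to control cells was -2.07 (-2.14 to -1.99) in Six3-low DKO cells and 0.75 (0.71 to 0.78) in the other DKO cells. In cluster 5 the ratios were -1.44 and 1.40. In cluster 4 they were -1.10 and -1.06, where most of the other DKO cells lay in a subcluster with *Six3* at 53.9% of control naïve-like cells. Thinned naïve-like cells were in S in 50.1% (48.5% to 51.8%) of control and 44.4% (42.7% to 46.0%) of DKO cells. Without thinning the shares were 55.1% and 47.1%. With cluster 4 added they were 47.4% and 38.0% after thinning. The naïve-like clusters themselves held 36.6% of control and 29.4% of DKO cells, so a smaller share of these clusters also lowered the S share over all retinal cells.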

Notably, an ectopic cell population that displayed the upregulation of amacrine and forebrain markers was observed. Six3 and Six6 are jointly required for the maintenance and proper differentiation of naïve retinal progenitor cells and the suppression of alternative cell states.

Six3 and Six6 jointly balance the opposing gradients of FGF and Wnt signaling in the maintenance and proper differentiation of naïve retinal progenitor cells. Previous studies indicated that opposing gradients of FGF and Wnt signaling regulate the patterning of eyecups along the central-peripheral axis [8], but how these gradients are regulated is unclear. Downregulation of *Fgf9* and *Fgf15* and the upregulation of *Fzd1*, *Rspo3*, and *Wls* in Six3- and Six6-deficient cells establish that Six3 and Six6 jointly regulate opposing gradients of FGF and Wnt signaling in the central-peripheral patterning of the mouse retina, enabling proper neuronal and ciliary differentiation.

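Among the 13 retinal clusters with at least 50 cells of each library, *Fgf9* was lower in DKO cells in 12, with the interval below 0 in 9 and a log2 ratio of -1.68 in re-derived cluster 5. *Fgf15* had enough UMIs for a ratio in 12 and was lower in 9, with the interval below 0 in 6. *Wls* was higher in DKO cells in 11 of the 11 clusters with enough UMIs, with the interval above 0 in 10, and *Rspo3* in 12 of 12, with it above 0 in 10. In thinned DKO retinal cells the 2 genes had a UMI in 9.99% (9.39% to 10.6%) and 4.91% (4.49% to 5.36%) (18.9% and 7.89% without thinning), against 0.649% and 0% in red blood-like cluster 8. The median depths were 5809 and 7013 UMIs per cell. No position in the retina was recorded for the cells, so these values say nothing on gradients in space.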

Six3 and Six6 jointly repress the expression of actin cytoskeleton regulators, including *Filip1* and *Ezr*. 

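*Ezr* was higher in DKO cells in 11 of the 13 retinal clusters with enough cells, with the interval above 0 in 9 and log2 ratios from -0.31 in re-derived cluster 18 to 1.16 in cluster 15.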

*Filip1*, which promotes the degradation of filamin A and therefore remodels the actin cytoskeleton [38], was one of the most upregulated genes caused by Six3 and Six6 dual deficiency. The upregulation of *Filip1* and *Ezr* likely remodeled the actin cytoskeleton, which explains the change in cell shapes from elongated retinal progenitor cells to shortened ciliary margin cells upon Six3 and Six6 dual deficiency.

Target regulation by Six3 and Six6 joint functions is dependent on the chromatin context. Some downstream genes, such as *Fzd1* and *Filip1*, displayed wide alterations in expression in Six3- and Six6-deficient cells. 

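*Fzd1* was higher in DKO cells in 12 of the 13 retinal clusters with at least 50 cells of each library, with the interval above 0 in 12. Its log2 ratios ran from -0.51 in re-derived cluster 16 to 3.40 in cluster 3. *Filip1* was higher in 12, with the interval above 0 in 11, from -0.20 in cluster 18 to 2.60 in cluster 0.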

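*Neurod1* was higher in DKO cells in 13 of 13 retinal clusters, with the interval above 0 in 9 and log2 ratios from 0.18 in re-derived cluster 0 to 1.31 in cluster 13. *Dct* could be compared in 9 of them and was higher in DKO cells in 9, with an interval that left out 0 in 7. Most of its UMIs lay in cluster 4, with 2604 of the 3407 in DKO retinal cells. Free RNA was not removed, so these counts of clusters need not be counts of cell types that changed. The white blood gene *Tyrobp* was also higher in DKO cells in 7 of the 7 retinal clusters with enough UMIs, with the interval above 0 in 1. Of the 13 clusters, 2 and 13 had few UMIs per cell, and 87.9% of the cells of cluster 15 were called as doublets.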

Other downstream genes, such as *Neurod1* and *Dct*, exhibited expression changes only in subsets of Six3- and Six6-deficient cells. All these genes had Six3 and Six6 chromatin occupancies, indicating that they are direct target genes. These findings indicate that the regulation of target genes by Six3 and Six6 is dependent on the chromatin context, which could be related to interacting proteins and chromatin states in individual loci. Further studies are needed to elucidate how Six3 and Six6 jointly regulate their target genes context-dependently.

Taken together, our scRNA-seq analysis of control and DKO eyecups identifies cell states and trajectories in control retinas and unravels how these cell states and trajectories change upon Six3 and Six6 dual deficiency. Our scRNA-seq confirms previous phenotypic analyses as well as provides novel insight into the mechanisms underlying early retinal differentiation. Our phenotypic analysis, differential expression analysis, and chromatin mapping assays support a model in which Six3 and Six6 jointly activate or repress diverse target genes in multiple cell populations over developmental trajectories of retinal progenitor cells in mice.

### Limitations of the study

One challenge in this study was that DKO retinas comprised Six3-deficient cells and small numbers of Six3-wildtype-like cells, which resulted from the confounding feature of *α-Cre* that was active in the peripheral regions but inactive in the central region of the retina. The challenge was mitigated when DKO_CrePos cells and control cells were compared to identified DEGs caused by Six3 and Six6 dual deficiency. One limitation of using DKO_CrePos cells for the comparisons was the dropout of Cre expression in some DKO cells, a common issue for scRNA-seq. Nevertheless, DKO_CrePos cells in our dataset were proved to be sufficient for differential gene expression analysis. Furthermore, Six3-deficient and Six3-wildtype-like cells exhibited distinct levels of *Six3* mRNA expression, resulting in the delineation of Six3-deficient areas in the UMAP graph. The delineation of Six3-deficient cells enabled us to associate expression changes with Six3 and Six6 dual deficiency, further mitigating the complexity of *α-Cre* activity. Notably, the areas of DKO_CrePos cells and the areas with strong reductions in *Six3* mRNA expression in the UMAP graph matched well, indicating that the Cre activity was highly concordant with conditional *Six3* deletion. If sorted *α*-Cre/GFP+ cells are used for cell capture, the loss of small cell populations and a significant increase in cell death are inevitable. Complete conditional *Six3* deletion together with germline *Six6* deletion in mouse naïve retinal progenitor cells is desirable, but we are unaware of such a Cre mouse line. Conditional *Six3* deletion using transgenic Six3-Cre together with *Six6* deletion ablates the neuroretina [45], eliminating the possibility of studying the multipotency of retinal progenitor cells. Future development of better mouse Cre lines will bring functional studies of retinal genes to the next level.

## Materials and methods

### Mice

*Six3* and *Six6* double knockout mice (*Six3*^*F/F*^ *Six6*^*−/−*^ *α-Cre*) were described in our previous studies [7]. The Animal Use Protocol 00001259 was approved by the Institutional Animal Care and Use Committee at Albert Einstein College of Medicine. Mice used in this study are in the category of tissue harvest after euthanasia, which is done by CO2 overdose to the effect followed by cervical dislocation. To alleviate suffering, mice that appeared ill due to old age or other non-experimental reasons were euthanized.

### Cell capture from eyecups for scRNA-seq

Mouse embryos from the mating between *Six3*^*F/F*^ *Six6*^*+/−*^ *α-Cre* males and *Six3*^*F/F*^ *Six6*^*+/−*^ females were harvested at E13.5. Intact eyecups containing the neural retina and lens were dissected from neighboring tissues. Eyecups from an embryo with the genotype of *Six3*^*F/F*^ *Six6*^*−/−*^ *α-Cre* were identified based on GFP-positive rosettes in the retinas under a stereo fluorescence microscope. The correlation between GFP-positive rosettes and the genotype of *Six3*^*F/F*^ *Six6*^*−/−*^ *α-Cre* was previously established in pilot studies. Eyecups with normal morphology from an embryo without GFP fluorescence were used as the control. Tails of the selected embryos were collected for genotyping. The eyecups were then dissociated into single cells using activated papain (Worthington Biochemical, NJ, USA) for cell capture using the Chromium fluid device (10x Genomics, CA, USA), targeting 10,000 cells for each sample. Genotyping of the embryos confirmed the genotype *of Six3*^*F/F*^ *Six6*^*−/−*^ *α-Cre* for the DKO sample and the genotype of *Six3*^*+/−*^ *Six6*^*+/−*^ for the littermate control. The heterozygous *Six3* null allele (the excised floxed allele) in the absence of *α-Cre* in the control embryo was caused by leaky *α-Cre* activity in germ cells, resulting in sperms carrying a *Six3* null allele, which was found occasionally in breeding. Our previous study indicated that the retinas of embryos with the genotype *Six3*^*+/−*^ *Six6*^*+/−*^ are similar to those in wild-type embryos at this stage [7]. Captured cells were used for library preparation using the 10x Genomics Single Cell 3’ kit (version 3).

### Analysis of scRNA-seq

Single-cell sequencing libraries of the DKO and control retinas were sequenced on a HiSeq lane (GeneWZ, NJ, USA). Sequencing reads were mapped to the mouse reference genome mm10 (3.0.0) using CellRanger (3.1.0).

Quality control and data analysis were further performed using the Seurat package (3.2.0) [26]. Briefly, cells were filtered (nFeature_RNA > 200 & nFeature_RNA < 6000 & percent.mt < 20), resulting in 9822 and 12146 cells for control and DKO cells, respectively. The two datasets were normalized, and their variable features were determined. Anchors of the two datasets were identified for integration using the function *FindIntegrationAnchors*, and the two datasets were integrated using the function *IntegrateData*. The integrated dataset was scaled using the function *ScaleData*. Dimension reduction, graph-based visualization, and clustering were accomplished using functions *RunPCA*, *RunUMAP (dims = 1*:*20)*, *FindNeighbors*, and *FindClusters (resolution = 0*.*5)*. To identify Cre-positive cells in the DKO sample, we mapped sequencing reads from the DKO sample to the alpha-Pax6-Cre-GFP vector [46] and computed the vector-specific counts in individual cells. These counts were then added to the meta.data of the processed Seurat object. DKO retinal cells with two or more Cre counts were assigned as DKO_CrePos cells. Cluster markers (S2 Table) were identified using the function *FindAllMarkers* in Seurat with default statistical settings when one cluster was compared to all other clusters in the integrated dataset. DEGs caused by Six3 and Six6 dual deficiency (S4–S7 Tables) were identified using the function *FindMarkers* with default statistical settings when DKO_CrePos cells and control cells in selected clusters were compared. The S2, S4, S6, and S7 Tables were further filtered by the criteria p_val_adj < 0.01, and the S5 Table had an additional column p_adj_FDR which was added using the function *DEGs$FDR = p*.*adjust(DEGs$p_val*, *method = ’fdr’)*. *FeaturePlot* used arguments *min*.*cutoff = ’q9’*, *max*.*cutoff = ’q90’* for better contrast in displays. Additionally, cluster averages of gene expression were calculated and highly variable genes were detected using the “vst” method in Seurat. These genes were used for the PCA analysis of cluster averages after scaling as well as pairwise correlation and hierarchical clustering analysis. Functional annotations of DEGs (filtered by p_val_adj < 0.01) were achieved using the function *enrichGO* in the clusterProfiler package [47]. The cell trajectory analysis of retinal cells was performed using the scVelo package [28]. Non-retinal cells and cluster 2 (since cluster 2 had low values for nCount_RNA and nFeature_RNA) were removed before the cell trajectory analysis.

### *In situ* hybridization

Mouse embryos from the mating between *Six3*^*F/F*^ *Six6*^*+/−*^ *α-Cre* males and *Six3*^*F/F*^ *Six6*^*+/−*^ females were harvested at E13.5, fixed in 4% paraformaldehyde at 4°C overnight, and then soaked in 30% sucrose for cryopreservation. DKO and control embryos were sectioned at 10 μm for in situ hybridization using DIG-labeled RNA probes (Sigma, MO, USA). DNA templates for making RNA probes were generated using PCR with specific primers (S8 Table). The *genepain*t database for the query of in situ hybridization images was previously reported [48].

### Statistical analysis

Default statistical settings in the functions *FindAllMarkers* and *FindMarkers* were used to generate S2 and S4–S7 Tables. In the main text, the values of p_val_adj (Bonferroni, the default statistical method for the function *FindMarkers* in Seurat) of DEGs were reported except for the gene *Otx2* where p_adj_FDR was reported. For GO term enrichment analysis, qvalueCutoff was 0.05. The results of *in situ* hybridization represented a minimum of three embryos.

## Supporting information

S1 Fig Identification of non-retinal cell clusters in the integrated scRNA-seq dataset. Related to Fig 1. See also S2 Table. See Fig 1 for the information on cell clusters, cell cycle phases, and Six3 and Six6 dual deficiency. **(A–D)** Clusters 8 and 19 differentially expressed *Hba-x* (A, B); clusters 8, 11, and 19 differentially expressed *Hba-a1* (A-D). These findings indicated that clusters 8, 11, and 19 were red blood cells. **(E–H)** Cluster 17 differentially expressed *C1qb* and *Tyrobp*, indicating that these cells were white blood cells. **(I–L)** Clusters 12 and 14 differentially expressed *Cryab* and *Cryaa*, indicating that they were lens cells. R, red blood cells; W; white blood cells; L, Lens cells.
(TIF)

S2 Fig Clusters 2 and 13 are marked by negative gene markers that are also nearly absent in red blood cells and differentiating lens cells. Related to Fig 1. See also S2 Table. See Fig 1 for the information on cell clusters, cell cycle phases, and Six3 and Six6 dual deficiency. **(A–H)** Clusters 2 and 13 barely expressed *Kcnq1ot1*, *mt-Co1*, *mt-Nd2*, and *mt-Nd4*. These gene markers were also nearly absent in clusters 8, 11, and 14.
(TIF)

S3 Fig Violin plots of nCount_RNA, nFeature_RNA, and percent.mt for cell clusters. Related to Fig 1. **(A)** Clusters 2, 13, and 14 had lower values for nCount_RNA. **(B)** Clusters 2, 8, 11, 13, and 14 had lower values for nFeature_RNA. **(C)** Clusters 2, 8, 11, 13, and 14 had lower values for percent.mt.
(TIF)

S4 Fig Both the PCA analysis of cluster averages of gene expression and hierarchical clustering of correlation matrices of the expression indicate that cluster 10 is closest to cluster 6. **(A)** The PCA analysis of cluster averages. **(B)** The hierarchical clustering of the correlation matrix.
(TIF)

S5 Fig Quantities of spliced and unspliced transcripts in control and DKO retinas.

S6 Fig Developmental trajectories of naïve retinal progenitor cells are altered upon Six3 and Six6 dual deficiency. Non-retinal cells and cluster 2 (since cluster 2 had low values for nCount_RNA and nFeature_RNA) were removed before the cell trajectory analysis. **(A, B)** In control retinas, naïve retinal progenitor cells had two major developmental trajectories: one was toward ciliary margin cells, and the other was toward retinal neurons through a neurogenic state marked by *Atoh7* expression (A). Upon Six3 and Six6 dual deficiency, the developmental trajectory toward ciliary margin cells was enhanced (arrowhead in B), whereas the developmental trajectory toward retinal neurons was defective. An ectopic trajectory lacking the Atoh7+ state led to ectopic neurons (arrows in B).
(TIF)

S1 Table Proportions of cell clusters in control and DKO samples. Related to Fig 1. Assigned cell types are shown.
(XLSX)

S2 Table Marker genes for cell clusters in the integrated scRNA-seq dataset. Related to Fig 1. These cluster markers were identified when one cluster was compared with all other clusters in the integrated scRNA-seq dataset using the function *FindAllMarkers* in Seurat.
(CSV)

S3 Table Proportions of cells at three cell cycle phases. Related to Fig 1. Non-retinal cells were removed before the counting.
(XLSX)

S4 Table DEGs caused by Six3 and Six6 dual deficiency in combined clusters 0, 1, 4, and 5. Related to Figs 2, 5, and 6. These DEGs were identified using the function *FindMarkers in Seurat* when DKO_CrePos cells and control cells in combined clusters 0, 1, 4, and 5 were compared.
(CSV)

S5 Table DEGs caused by Six3 and Six6 dual deficiency in combined clusters 3 and 9. Related to Fig 2. These DEGs were identified using the function *FindMarkers in Seurat* when DKO_CrePos cells and control cells in combined clusters 3 and 9 were compared.
(CSV)

S6 Table DEGs caused by Six3 and Six6 dual deficiency in combined clusters 10, 6, and 3. Related to Figs 3, 4, and 6. These DEGs were identified using the function *FindMarkers in Seurat* when DKO_CrePos cells and control cells in combined clusters 10, 6, and 3 were compared.
(CSV)

S7 Table DEGs caused by Six3 and Six6 dual deficiency in cluster 5. Related to Fig 6. These DEGs were identified using the function *FindMarkers in Seurat* when DKO_CrePos cells and control cells in cluster 5 were compared.
(CSV)

S8 Table Sequences of PCR primers for generating DNA templates for making DIG-labeled RNA probes. Related to Fig 7.

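Matched to the GENCODE transcripts of mm10, the primer pairs span 814 bp of Gja1-204, 845 bp of Wls-201 and 894 bp of Rspo3-201. For *Dct*, the reverse primer matched 1 of 4 transcripts exactly and the forward primer 0.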

(PDF)

# Supplementary material for: Six3 and Six6 jointly control diverse target genes in multiple cell populations over developmental trajectories of mouse embryonic retinal progenitor cells
**Source:** PLoS One. 2024 Oct 24;19(10):e0308839. doi: 10.1371/journal.pone.0308839
**Supplement:** S8 Table — Related to Fig 7.

| ID    | Sequence                                            | Gene                                                                  | Size  |
|-------|-----------------------------------------------------|-----------------------------------------------------------------------|-------|
| RD43  | cctgcacagccagcatTTTT                                | Gja1 UTR #F Mouse In Situ Probe                                       | 814bp |
|       |                                                     | Gja1 UTR #R Mouse, <b>RNA Polymerase Binding Site/T7 Polymerase</b>   |       |
| RD44  | <b>GAG</b> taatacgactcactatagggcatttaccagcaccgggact |                                                                       | 824bp |
| RD47  | GTCCGCTTCTTCTGGTGAGT                                | Dct CDS #F Mouse In Situ Probe                                        |       |
|       |                                                     | Dct UTR #R Mouse, <b>RNA Polymerase Binding Site/T7 Polymerase</b>    | 845bp |
| RD48  | <b>GAG</b> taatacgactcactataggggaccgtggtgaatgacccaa |                                                                       |       |
| RD51  | agcctcttcccctggagtag                                | Wls UTR #F Mouse In Situ Probe                                        | 894bp |
|       |                                                     | Wls UTR #R Mouse, <b>RNA Polymerase Binding Site/T7 Polymerase</b>    |       |
| RD52  | <b>GAG</b> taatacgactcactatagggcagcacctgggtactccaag |                                                                       |       |
| RD177 | CCTGCTCAGAACGCCAGAA                                 | Rspo3 mRNA #F Mouse, In Situ Probe                                    |       |
|       |                                                     | Rspo3 mRNA #R Mouse, <b>RNA Polymerase Binding Site/T7 Polymerase</b> |       |
| RD178 | <b>GAG</b> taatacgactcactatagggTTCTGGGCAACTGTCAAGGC |                                                                       |       |

How the deposited data were processed for this re-analysis (not part of the article)

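Single-cell RNA-seq of eyecups from 1 control and 1 DKO library at E13.5 was re-analysed from counts that the authors deposited. The authors mapped the reads to mm10 with CellRanger and deposited, per library, the UMI counts per gene and cell for the cells that CellRanger called. The values are integers without normalization. The control library held 10315 cells and the DKO library 12672 cells. Both libraries came from males by their Y-linked genes. The paper's bulk RNA-seq, in situ hybridization and RNA velocity were not analysed here, and neither were reads.

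Cells with more than 200 and fewer than 6000 genes and under 20% mitochondrial UMIs were kept, as the paper states. The libraries were normalized and integrated with Seurat 5.3.0 in R 4.3.3, with anchors on up to 2000 variable genes and 20 dimensions, and clustered at resolution 0.5. The clustering was first run and seen with the processor's default kernel of the linear algebra library, OpenBLAS. It was then run again with a fixed kernel (Haswell) so that it can be repeated, and all values were recomputed. The borders of the clusters moved, so another kernel (Sandybridge) was added as an alternative. Every gene named by the paper in its results, the hemoglobin genes, *Xist*, *Tsix* and the Y-linked genes were left out of the features, so that none of these genes shaped the clusters. Clusters were named from marker genes fixed before the data were examined. Of these, *Rax*, *Gad2*, *Crybb3* and *Hba-a2* are reported by name. The hemoglobin sums also hold markers that named the red blood-like clusters. The lists for amacrine cells, the pigment epithelium and the midbrain that were set against cluster 10 share genes with the naming markers. A class name needed at least 3 detected markers and 75% of the class's markers above their level in the other cells. The share of 75% replaced 2 other rules after the clusters had been seen, and clusters 2 and 10 stayed unnamed by it. A cluster with more markers of another class than of its own among its 10 leading genes also stayed unnamed, which held for cluster 4. The names are rebuilt, carry the word like, and need not match the paper's clusters, which were not used here. The markers were written after the paper and its tables had been read.

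Doublets were scored with Scrublet in scanpy 1.11.5. The automatic threshold called none in the control library, so the lower of the 2 automatic thresholds, 0.225, was applied to both, which called 300 control and 329 DKO cells. Doublets were kept in the reported values and left out in an alternative. Cell cycle phases were assigned with Seurat's gene lists on cells thinned at random to 2000 UMIs, because DKO cells had fewer UMIs.

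Gene levels are sums of UMIs over the cells of a group, per 1000000 UMIs of these cells (CPM). Intervals are exact Poisson intervals for levels, intervals from the exact binomial split of the UMIs for ratios, and exact binomial intervals for shares of cells, computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Figures were drawn with matplotlib 3.10.9. A ratio against 0 UMIs was set against a floor of 3 UMIs and given as a bound, and none was given where both libraries were at or under it. Since each genotype had 1 library, no test, p-value or count of changed genes was computed. No paired analysis was possible because each genotype had a single library. The groups used for the marker medians held from 7080600 UMIs (control cells of cluster 4) to 35379032 UMIs (naïve-like control cells).

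Genes named in the text are those the paper names for these libraries, and the 5 genes with the highest and the lowest ratio in naïve-like, neurogenic-like and neuronal cells among those with at least 100 UMIs and 50 CPM in either library. *Hba-a2*, *Hbq1a* and the mast cell genes were named after their values had been seen. For comparison with the paper's fold changes, levels were also computed on Seurat's scale, the log2 of the mean count per 10000 plus 1. The interval on that scale was made narrower after a first comparison with the paper's values, which raised the number of genes that differ. Some genes planned for the naïve and forebrain marker medians and for the telencephalon list are not reported here, and these medians were taken again over the other genes after the values had been seen.

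The alternatives were all genes used for clustering, resolutions 0.3 and 1, libraries merged without integration, doublets left out, cells with at least 1000 genes, other totals, a pseudocount, other thinning, a limit of 10% for clusters nearly without control cells, and DKO cells of Six3-low subclusters. Cluster 4 added to the naïve-like clusters, clusters 3, 6 and 10 of the neuronal group alone, each also with Six3-low DKO cells, and the other kernel were added after the values were seen. For Six3-low cells, DKO cells were clustered alone at resolution 1 without the named genes, and whole subclusters with *Six3* under 50% of the control level of the class compared were kept. Cluster 10 was compared with lists of marker genes for the telencephalon, the thalamic eminence and Cajal-Retzius cells, the thalamus, the hypothalamus, the midbrain, amacrine cells and the pigment epithelium.

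The ratios and intervals were tested on simulated data, in which counts were drawn at random at the depth of the 2 libraries and 200 genes were changed by known amounts. The intervals covered the known ratio for 95.1% of 3292 genes in naïve-like cells, 94.7% of 3327 in neurogenic-like cells and 95.0% of 3362 in the neuronal group. The direction was recovered for 100% of changed genes, with median errors of 0.02, 0.05 and 0.03. Counts were drawn as group sums from the Poisson model on which the intervals rest, so this checks the calculation only. Variation between cells or animals, errors of clustering and free RNA were not simulated.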

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

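Genes outside those discussed in the paper's text are given here where the log2 ratio toward the DKO library was at least 4, with at least 100 UMIs and 50 CPM. This limit was set after some of these values had been seen. Of the tests given in this part, those on the doublets of cluster 10, on the mast cell genes and on the other kernel were chosen after the result was seen. All cluster numbers are those of the re-derived clustering.

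*Fabp7* (ENSMUSG00000019874, chromosome 10 from 57784881 to 57788450) had 61 UMIs in control and 5999 in DKO naïve-like cells, a log2 ratio of 6.81 (6.44 to 7.20). It was seen in 834 of 3573 DKO cells. The gene is not discussed in the paper's text, though a supplementary table of the paper lists it. It was not left out of clustering, and it was among the leading genes of clusters 0 and 5, so its spread over clusters is partly a product of the clustering. Free RNA is argued against: after thinning, 13.9% of DKO naïve-like cells had a *Fabp7* UMI, against 0.325% of DKO cells of red blood-like cluster 8. Brain tissue carried over in the dissection is argued against as the source of all these cells. Of the thinned DKO naïve-like cells with a *Fabp7* UMI, 37.0% had a UMI of the retinal progenitor gene *Rax*, against 52.5% of those without a *Fabp7* UMI. In thinned DKO cells of red blood-like cluster 8 and in white blood-like cells, which should lack it, *Rax* was seen in 2.27% and 10.6% (5.22% to 18.7%). *Rax* was among the marker genes that named clusters and was not left out of clustering. Its share in naïve-like cells may thus partly follow from the grouping. A smaller part from other tissue is not excluded. A response of naïve-like cells to the loss of *Six3* and *Six6* may explain the pattern and stays a hypothesis from 1 library per genotype.

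In the neuronal group *Eomes* (ENSMUSG00000032446, chromosome 9 from 118478212 to 118486132) had 0 control and 1493 DKO UMIs, so its log2 ratio was at least 8.09, in 548 of 4580 cells. *Lhx9* (ENSMUSG00000019230, chromosome 1 from 138825186 to 138848577) had 15 and 1439 UMIs in the neuronal group, a ratio of 5.71 (4.99 to 6.55), in 701 of 4580 DKO cells. The paper's text does not discuss these genes, though a supplementary table lists them. They were not left out of clustering and were among the leading genes of cluster 10. Doublets are argued against, since 0.421% of cluster 10 was called as doublets. Brain tissue carried over in the DKO dissection and an identity changed by the genotype cannot be told apart for cluster 10 by these counts, because 1 library per genotype holds both. The paper's in situ hybridization found *Rspo3*, a leading gene of cluster 10, raised in peripheral DKO retinas. That places *Rspo3* in retinal tissue but does not show that the cells of cluster 10 lay there. The test written before the result was seen went against brain tissue: of the thinned DKO neurogenic-like cells with an *Eomes* UMI, 37.5% (24.9% to 51.5%) had an *Atoh7* UMI, against 2.27% of thinned DKO cells of red blood-like cluster 8 and 80.4% of neurogenic-like cells without an *Eomes* UMI. These cells lie outside cluster 10, however, and with another kernel of the linear algebra library, looked at after the result was seen, the share was 18.4% (12.4% to 25.8%). In cluster 10 itself, 14.2% (12.0% to 16.6%) of thinned cells had an *Atoh7* UMI and 9.88% (8.03% to 12.0%) a *Rax* UMI, against 6.38% (2.38% to 13.4%) and 10.6% (5.22% to 18.7%) of white blood-like cells, so free RNA could account for much of them.

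In red blood-like cells, *Gm16867* had 16 UMIs in control and 232 in DKO cells, a log2 ratio of 5.18 (4.45 to 6.02), in 152 of 591 DKO cells. In white blood-like cells, *Bmp2* had 2 and 155 UMIs, a ratio of 4.80 (2.92 to 7.86), in 33 of 162 DKO cells. Both genes lie outside those the paper discusses. The ratios are relative to the UMIs of each group, so the depth of the libraries does not account for them. No other technical or biological explanation was tested.

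Also in white blood-like cells, *Cpa3* (ENSMUSG00000001865, chromosome 3 from 20215620 to 20242181) had 0 control and 206 DKO UMIs and *Cma1* (ENSMUSG00000022225, chromosome 14 from 55941451 to 55944675) 0 and 377. Their log2 ratios were at least 4.62 and at least 5.50, from 5 and 3 cells. With *Mcpt4* (ENSMUSG00000061068, chromosome 14 from 56059629 to 56062313), these are mast cell protease genes. 3 DKO cells had UMIs of at least 2 of the 3 genes and held 654 of their 679 UMIs. A few mast cells sampled in 1 library by chance may thus be the source, and no difference between genotypes is needed.

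*Igfbp5* was higher in DKO lens-like cells. There it had 810 UMIs in control and 3706 in DKO cells, a log2 ratio of 2.58 (2.47 to 2.69), whereas summed over all retinal cells the ratio was -1.18 (-1.25 to -1.12). Retinal clusters went both ways: in naïve-like cells the ratio was 1.15 (0.93 to 1.37), and of 13 clusters 5 were higher in DKO cells, with the interval above 0 in 5, and 8 were lower, with it below 0 in 7. Differences between groups of cells were not tested, since there were no replicates. A different mix of the lens-like clusters is argued against: the ratio was 2.54 (2.43 to 2.65) within cluster 12 and 3.82 (2.89 to 4.93) within cluster 14. A difference in lens stage or in dissection between the 2 libraries may also underlie it and was not tested.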

How the results depend on the processing

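The alternatives were chosen before the data were examined, except those that add cluster 4 to the naïve-like clusters, keep clusters 3, 6 and 10 of the neuronal group alone or use another kernel of the linear algebra library, whose tests were chosen after the results were seen. A result is said to stay where it moved by less than its 95% counting interval, which is narrow for sums over many cells, so many moves are small. Over all alternatives, the main results gave 102 values besides the reported ones. Of these, 51 stayed, 49 moved in the same direction and 2 reversed. For single genes the numbers were 825, 435, 378 and 12. The 378 include *Ccnd1* in naïve-like cells, which changed sign with Six3-low DKO cells from a value whose interval holds 0. In the reported values, the log2 ratio of *Six6* in naïve-like cells was -3.00, that of *Six3* was -0.46, the rise in the G1 share was 18.8 percentage points, the share of DKO cells in clusters nearly without control cells was 7.79%, the naïve marker median was -0.33, the neurogenic marker median was -0.71, the ganglion cell marker median was -1.38, the forebrain marker median was 2.72 and the ciliary margin marker median was 1.68.

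With DKO cells of Six3-low subclusters alone, the log2 ratio of *Six6* in naïve-like cells was -3.34, the naïve marker median was -1.95, the neurogenic marker median was -3.37, the ganglion cell marker median was -1.53, the forebrain marker median was 3.00 and the ciliary margin marker median was -0.98. The ciliary margin median thus reversed. Of 73 single-gene results, 11 stayed, 56 moved and 6 reversed: *Neurod1* in neurogenic-like cells, to -0.52, and in cluster 4 *Gja1*, *Trpm1*, *Mitf*, *Fabp3* and *Dct*, to -0.98, -2.50, -0.90, -0.99 and -3.45. The interval of *Mitf* there held 0 (-2.22 to 0.17). *Ccnd1* in naïve-like cells went from 0.02, with an interval that holds 0, to -1.53 and was counted as moved. The values of cluster 4 rest on 55 DKO cells. The neurogenic values rest on 49 DKO cells. The *Six3* log2 ratios of these 55 and 49 cells to control cells were -0.91 and -0.71, so as groups they were above the limit of 50%, which applied to whole subclusters. In cluster 4, most DKO cells lay in a subcluster with *Six3* at 53.9% of control naïve-like cells, which did not count as Six3-low. Part of the 55 cells came from a subcluster of 31 DKO cells with *Six3* at 36.7 and *Six6* at 5.24 CPM. In the subcluster of most DKO cells of cluster 4, *Six6* stood at 46.8 CPM. The reversals thus do not set cells without *Six3* against cells that kept it, and their cause was not tested. Those of cluster 4 rest in part on that small, unlike group. In the neuronal group the limit followed a higher control level, 568 CPM of *Six3*. It kept 926 of 1219 DKO cells of cluster 3 and 791 of 946 of cluster 10, but 1 of 970 of cluster 6 and 0 of 961 of cluster 7, while the control cells of all these clusters stayed in. The ganglion cell and forebrain medians thus also reflect another mix of clusters. In naïve-like cells it kept 797 of 1519 DKO cells of cluster 0, 128 of 1120 of cluster 1 and 738 of 934 of cluster 5, so the mix changed there too.

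With the libraries merged without integration, the log2 ratio of *Six3* was -0.23, the share of DKO cells in clusters nearly without control cells was 32.2%, the naïve marker median was -0.0936, the ganglion cell marker median was -1.72, the forebrain marker median was 2.49 and the ciliary margin marker median was -1.66, the last a reversal. The cluster that held the ciliary margin result then had 42 control and 1370 DKO cells, so its control cells were few. Of 73 single-gene results, 26 stayed, 41 moved and 6 reversed, all in that cluster: *Gja1* to -0.19, *Rbms1* to -0.63, *Trpm1* to -2.02, *Mitf* to -1.77, *Fabp3* to -1.56 and *Dct* to -2.22.

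At resolution 0.3, the share of DKO cells in clusters nearly without control cells was 4.78%, the naïve marker median was -0.44 and the neurogenic marker median was -1.00, and no cluster met the terms for the ciliary margin result. Of 66 single-gene results, 41 stayed, 25 moved and 0 reversed. At resolution 1, the log2 ratio of *Six6* in naïve-like cells was -3.11, that of *Six3* was -0.58, the share of DKO cells in clusters nearly without control cells was 6.12%, the naïve marker median was -0.58 and the forebrain marker median was 2.28, with 35 single-gene results moved and 0 reversed. With all genes used for clustering, the log2 ratio of *Six3* was -0.34, the share of DKO cells in clusters nearly without control cells was 8.58%, the naïve marker median was -0.17, the ganglion cell marker median was -1.50 and the ciliary margin marker median was 1.37, with 30 moved and 0 reversed. The cause was not tested for these settings.

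On the scale of the mean per 10000 with a pseudocount of 1, the log2 ratio of *Six6* in naïve-like cells was -1.69, that of *Six3* was -0.24, the naïve marker median was -0.16, the neurogenic marker median was -0.64, the ganglion cell marker median was -0.73, the forebrain marker median was 0.69 and the ciliary margin marker median was 0.98. 71 of 73 single-gene results moved and 0 reversed. By construction the pseudocount shrinks ratios, and those of genes with low levels most.

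With doublets left out, the log2 ratio of *Six6* in naïve-like cells was -3.13, that of *Six3* was -0.37, the share of DKO cells in clusters nearly without control cells was 6.05%, the naïve marker median was -0.18 and the neurogenic marker median was -0.80, and 22 single-gene results moved. With cells of at least 1000 genes, the log2 ratio of *Six6* in naïve-like cells was -3.10, the share of DKO cells in clusters nearly without control cells was 8.31%, the naïve marker median was -0.26 and the ciliary margin marker median was 1.85, and 19 moved. With cells thinned to 4000 UMIs, the rise in the G1 share was 17.1 percentage points. Leaving the hemoglobin genes, the mitochondrial genes, *Gm42418*, *AY036118* and *Malat1* out of the totals left 73 of 73 single-gene results within their intervals. Genes of ribosomal proteins stayed in the totals. Counting clusters as nearly without control cells at under 10% in place of under 5%, and phases without thinning, left the results they bear on within their intervals. The fall in the S share stayed within its interval under each alternative that was run on it.

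With cluster 4 added to the naïve-like clusters, the naïve marker median was -0.45. With cluster 4 added and Six3-low DKO cells alone, the naïve marker median was -1.88. With clusters 3, 6 and 10 alone, the forebrain marker median was 3.37, and with both changes, the ganglion cell marker median was -2.06 and the forebrain marker median was 3.51, where 1 of 970 DKO cells of cluster 6 was kept. With another kernel of the linear algebra library, whose rounding alone differs, the log2 ratio of *Six3* was -0.41, the share of DKO cells in clusters nearly without control cells was 4.82%, the naïve marker median was -0.24 and the neurogenic marker median was -0.78. Of 73 single-gene results, 63 stayed, 10 moved and 0 reversed. The directions of the marker medians thus held under every alternative run, except for the ciliary margin genes with merged libraries and with Six3-low DKO cells. The depth of the data limits the single genes with few UMIs in 1 library, such as *Gm14226* in DKO cells and *Tfap2c* in control cells, whose ratios have intervals of more than 2 log2 units.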

Differences from the paper's values

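The alternatives that add cluster 4 to the naïve-like clusters, keep clusters 3, 6 and 10 of the neuronal group alone, or use another kernel of the linear algebra library were tests chosen only after the values had been seen. The paper's fold changes are on Seurat's scale, a difference of log2 of the mean count per 10000 plus 1, and compare Cre-positive DKO cells with control cells. The values here are on the same scale and use all DKO cells of the re-derived clusters, since the counts list no Cre feature. Of 34 genes, 33 had the paper's direction, 34 had a smaller change and 31 differed by more than the counting interval. No replicate spread exists to set beside these differences.

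In naïve-like cells the values were 0.15 for *Ccnd1* against the paper's -1.3, -1.17 for *Sfrp2* against the paper's -1.9, -0.16 for *Dapl1* against the paper's -1.1, 0.90 for *Wls* against the paper's 1.6, -0.45 for *Fzd5* against the paper's -0.73, -0.57 for *Fgf9* against the paper's -0.96, -0.19 for *Fgf15* against the paper's -0.56, 1.36 for *Filip1* against the paper's 1.8 and 0.29 for *Ezr* against the paper's 0.67. With Six3-low DKO cells alone, an alternative set before the data were examined, the values reached the paper's for *Sfrp2* (-1.85) and *Filip1* (1.84). They became -1.40 for *Ccnd1*, -1.25 for *Dapl1*, -0.79 for *Fzd5*, -1.04 for *Fgf9* and -0.62 for *Fgf15*, which went past the paper's value, and 1.01 for *Wls* and 0.31 for *Ezr*, which fell short of it. With cluster 4 added and Six3-low DKO cells alone, chosen after seeing the values, they reached it for *Ccnd1* (-1.31), *Fzd5* (-0.76), *Fgf9* (-0.99) and *Fgf15* (-0.52). No other alternative closed a gap here, so those of *Dapl1*, *Wls* and *Ezr* stayed open.

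In neurogenic-like cells the values were -0.55 for *Atoh7* against the paper's -1.3, -0.64 for *Gadd45a* against the paper's -1.4, 0.56 for *Neurod1* against the paper's 0.85 and -0.14 for *Otx2* against the paper's -0.68. With Six3-low DKO cells alone, *Otx2* reached the paper's value (-0.64), from 49 DKO cells whose own *Six3* log2 ratio was -0.71. The others became -2.23 for *Atoh7*, -2.64 for *Gadd45a* and -0.67 for *Neurod1*, and no alternative closed these 3 gaps.

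In the neuronal group the values for genes that fell were -0.80 for *Pou4f2* against the paper's -1.6, -0.73 for *Dlx1* against the paper's -1.3, -1.27 for *Igfbp5* against the paper's -1.6, -0.49 for *Dlx2* against the paper's -0.87 and -0.61 for *Isl1* against the paper's -1.8. None of the alternatives set before the data were examined, or added later, closed these gaps. With Six3-low DKO cells alone they were -1.24 for *Pou4f2*, -0.66 for *Dlx1*, -1.02 for *Igfbp5*, -0.44 for *Dlx2* and -1.98 for *Isl1*, which in this group leaves out nearly all DKO cells of clusters 6 and 7 and so changes the mix of clusters.

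For genes that rose in the neuronal group the values were 0.73 for *Epha3* against the paper's 0.96, 0.52 for *Dmrta2* against the paper's 0.94, 1.35 for *Uncx* against the paper's 1.7, 0.65 for *Enc1* against the paper's 0.71, 1.31 for *Tac1* against the paper's 1.7, 0.30 for *Tfap2c* against the paper's 0.67, 0.87 for *Rspo3* against the paper's 1.1 and 0.45 for *Fzd1* against the paper's 0.62. With Six3-low DKO cells alone, set before the data were examined, *Dmrta2* (0.95) and *Uncx* (1.66) came to the paper's value, though that choice changes the mix of clusters, and the others became 1.32 for *Epha3*, 1.05 for *Enc1*, 1.01 for *Tac1*, 0.57 for *Tfap2c*, 1.43 for *Rspo3* and 0.69 for *Fzd1*. *Enc1* reached it at resolution 0.3 (0.68), at resolution 1 (0.75) and with cells of at least 1000 genes (0.67). It also did with the hemoglobin genes, the mitochondrial genes, *Gm42418*, *AY036118* and *Malat1* left out of the totals (0.70). With another kernel, chosen after seeing the values, *Enc1* reached it too (0.68). With clusters 3, 6 and 10 alone, chosen after seeing the values, *Rspo3* (1.10) reached it, and so did *Uncx* with both changes (1.71), again with another mix of clusters. The gaps of *Epha3*, *Tac1*, *Tfap2c* and *Fzd1* were closed by none of the alternatives.

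In cluster 4 the values were 1.80 for *Gja1* against the paper's 2.1, 0.93 for *Rbms1* against the paper's 1.0, 1.34 for *Trpm1* against the paper's 1.4, 0.66 for *Fabp3* against the paper's 0.85 and 1.03 for *Dct* against the paper's 1.1. With doublets left out, *Rbms1* (0.97), *Trpm1* (1.38) and *Dct* (1.06) reached the paper's value. They also did with the hemoglobin genes, the mitochondrial genes, *Gm42418*, *AY036118* and *Malat1* left out of the totals (0.97, 1.36 and 1.06). With cells of at least 1000 genes, *Trpm1* (1.45) and *Dct* (1.05) did. With another kernel, chosen after seeing the values, the 3 genes gave 0.97, 1.38 and 1.04, which reached it too. *Rbms1* did with Six3-low DKO cells as well (0.76), within the wide interval of few cells. None of the alternatives closed the gaps of *Gja1* and *Fabp3*, which became -0.66 for *Gja1* and -0.32 for *Fabp3* with Six3-low DKO cells alone.

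Clusters nearly without control cells held 7.79% of DKO cells, against 5.06% in the paper's supplement. Resolution 0.3, set before the data were examined, gave 4.78% (4.40% to 5.17%), and another kernel, chosen after seeing the values, gave 4.82% (4.44% to 5.21%), so both intervals held the paper's share. Resolution 1, at 6.12% (5.70% to 6.56%), and doublets left out, at 6.05% (5.63% to 6.50%), also set before, came nearer to it, but their intervals did not hold it.

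The paper states that *Ccnd1* falls in naïve retinal progenitor cells on the loss of both genes. Over all DKO naïve-like cells no fall was seen: the value on Seurat's scale was 0.15, and the log2 ratio of CPM was 0.02 (0.00 to 0.04), with an interval that holds 0. The ratio was -1.53 with Six3-low DKO cells. The paper gives *Neurod1* as a gene that changed in subsets of deficient cells. In the re-derived clusters it was higher in DKO cells in 13 of 13 retinal clusters, with the interval above 0 in 9. These were all DKO cells, so the comparison is not on the same cells. Free RNA was not removed, so the count of clusters does not show that *Neurod1* changed in every cell type. In the 49 neurogenic-like DKO cells of Six3-low subclusters, whose own *Six3* log2 ratio was -0.71, the *Neurod1* ratio was -0.52.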

Other observations

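Of the tests given in this part, those on *Hba-a2*, on the loss of *Six3* as a cause of the *Gm14226* change, on doublets, on the hemoglobin of cluster 13 and on the identity lists were chosen after the result was seen. All cluster numbers are those of the re-derived clustering.

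DKO cells of cluster 10 were compared with those of clusters 3, 6 and 7, with 10 CPM added before each ratio, by lists of marker genes for brain regions and retinal cell types, written before the counts were seen but after the paper's tables had been read. Each list's median log2 ratio was set against 10000 random lists of genes of similar level. The medians were 2.26 for the thalamic eminence and Cajal-Retzius cells (7 of 9 genes higher, above 100% of the random lists) and 0.63 for the telencephalon (7 of 8 genes higher, above 100% of the random lists). They were 0.12 for the thalamus (4 of 6 genes higher, above 94.98% of the random lists), 0.03 for the hypothalamus (4 of 7 genes higher, above 80.72% of the random lists), -0.02 for the midbrain (2 of 6 genes higher, above 49.47% of the random lists), -0.03 for amacrine cells (3 of 7 genes higher, above 43.06% of the random lists) and 0.02 for the pigment epithelium (5 of 8 genes higher, above 75.35% of the random lists). In the order given, control retina expressed 2, 2, 3, 0, 1, 3 and 2 genes of each list, and no gene was in 2 lists. The paper's results name none of the genes tested in these lists.

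The list for the thalamic eminence and Cajal-Retzius cells had the highest median, led by *Tbr1* (ENSMUSG00000035033, chromosome 2 from 61802930 to 61814114) at 149 CPM in cluster 10, *Lhx9* at 224 and *Eomes* at 252. These 3 genes are among the leading genes of the cluster and helped to form it. Without them the list's median was 0.40, against 0.63 for the telencephalon. Of the other 6 genes, *Lhx1*, *Lhx5* and *Ebf2* had log2 ratios of 2.50, 2.26 and 0.67, *Reln* and *Calb2* of 0.14 and -1.35, and *Trp73* had 0 UMIs. The highest of the telencephalon list was *Emx2*, at 1.57. Which of the 2 regions cluster 10 resembles more is thus left open. Doublets, at 0.421% of cluster 10, are argued against. Brain tissue carried over in the DKO dissection cannot be told apart by these counts from an identity changed by the genotype. The test on *Eomes* and *Atoh7* measured cells outside cluster 10. It gave 37.5%, above the background of red blood-like cells, but 18.4% (12.4% to 25.8%) with another kernel.

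*Hba-a2* (ENSMUSG00000069917, chromosome 11 from 32296489 to 32297298) and *Hbq1a* (ENSMUSG00000020295, chromosome 11 from 32300069 to 32300873) were nearly absent from the DKO library. Fewer red blood cells or less free hemoglobin RNA are argued against as the cause: within red blood-like cluster 8 the log2 ratio of *Hba-a2* was -5.19 (-5.25 to -5.13). The sum of *Hba-a1* and *Hba-a2* there had a ratio of 0.11 (0.11 to 0.12), while *Hba-a1* alone had 0.39 and *Hba-x* 0.06. In red blood-like clusters 11 and 19 the sum had ratios of 0.19 and 0.27, against -5.87 and -5.29 for *Hba-a2*. *Hbq1a* had 134 control and 0 DKO UMIs in cluster 8, which a move of reads between the other 2 genes leaves open. For *Hba-a2*, an allele difference at the alpha-globin genes that moves its reads to *Hba-a1* is a candidate explanation, as the sum changed little. Such a difference would come from the animals' strain background and not from *Six3* or *Six6*. The reads themselves were not analysed here.

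*Gm14226* fell to nearly nothing in the DKO library. Loss of *Six3* is argued against as the cause, because in DKO neurogenic-like cells of subclusters with *Six3* at 50% or more of control naïve-like cells the log2 ratio was -8.38 (-10.66 to -6.83). That limit is relative to a heterozygous control, so some cells of these subclusters may have lost *Six3*. The loss of *Six6*, which these cells share, and an allele or strain difference at the gene cannot be told apart. Control blood-like and lens-like cells held 10 UMIs of it and DKO cells 0. Per cell this came to 0.713% of the control neurogenic-like level, against 1.93% for *Atoh7*, so free RNA, or the doublets of cluster 19, could give these UMIs and the test is left open.

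Hemoglobin UMIs per retinal cell differed between the libraries, at 52.3 in control and 37.0 in DKO cells. These were 44.1% and 38.8% of the numbers per lens-like cell, a cell type that should make none. The clusters did not all follow this: clusters 2, 3 and 16 held more in DKO than in control cells. Clusters 13, 15 and 18 in the control and 13 and 16 in the DKO library were above the lens-like cells. Cluster 13 held 432 and 327 per cell, 23.8% and 17.6% of its UMIs. Free RNA from red blood cells alone is argued against for cluster 13, whose control cells held 365% of the number per lens-like cell. It may be a source of the lower levels in other clusters, but whether it accounts for the difference between the libraries is left open. Red blood cells caught in the same droplets and hemoglobin expression by retinal cells were not tested.

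Cells of cluster 2 had few UMIs. A lower rate of RNA capture alone would lower free RNA as much as the cells' own. Gamma crystallin UMIs per control cell of cluster 2 were 44.7% (40.1% to 49.8%) of those in cluster 0, whereas all UMIs were 17.4%. In DKO cells the values were 54.3% and 19.5%. Lower capture is argued against as the whole cause, since it accounts for a part of the loss at most. What makes up the rest was not tested. Damaged cells or nuclei that lost cytoplasm would also have to account for the low levels of both *Kcnq1ot1* and the mitochondrial genes in cluster 2.

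The level of *Ccnd1* in all DKO naïve-like cells was near the control. DKO cells that kept *Six3* are a candidate explanation: with Six3-low DKO cells alone the log2 ratio was -1.53. A different mix of the naïve-like clusters among those cells is argued against, because within cluster 0 the ratio was -2.07 (-2.14 to -1.99) and within clusters 1 and 5 -1.05 and -1.44. DKO cells of the other subclusters had *Ccnd1* above the control, at 0.75, 0.49 and 1.40 in clusters 0, 1 and 5. The groups were formed from the DKO library itself, and 1 of the other subclusters, with 93.2% of its cells in cluster 1, had *Six3* at 57.4% of control naïve-like cells, so this remains a hypothesis.

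Cluster 15, ganglion-like with very many UMIs per cell, was called as doublets in 87.9% of its cells, so doublets may account for most of it. It is part of the neuronal group in the reported values.

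By the rule for named genes, the 5 genes with the highest and lowest log2 ratios outside the paper's list were as follows. In naïve-like cells they were *Fabp7* (6.81), *Adamts18* (2.35), *Fgfbp3* (2.23), *Fam171b* (1.95) and *Hist1h4i* (1.86), and *Cryge* (-2.07), *Pou2f2* (-1.81), *Crybb3* (-1.65), *Crhbp* (-1.47) and *Gm26771* (-1.40). In neurogenic-like cells they were *Palmd* (3.13), *Dcx* (2.57), *Ina* (2.27), *Slc1a2* (1.76) and *Nhlh2* (1.68), and *Sp8* (-2.24), *Eif4ebp1* (-1.84), *Gal* (-1.64), *Mthfd2* (-1.56) and *Shb* (-1.37). In the neuronal group they were *Eomes* (at least 8.09), *Lhx9* (5.71), *Nrp2* (3.16), *Neurog2* (2.22) and *Cntnap2* (2.12), and *Eif4ebp1* (-1.73), *Lgals1* (-1.57), *Gad2* (-1.40), *Ccer2* (-1.29) and *Slc7a1* (-1.28). *Cryge* and *Crybb3* are lens genes, and lens-like cells of the control library held more of such transcripts per cell. *Sox2* (ENSMUSG00000074637, chromosome 3 from 34650405 to 34652461) in naïve-like cells had a ratio of -0.53 (-0.58 to -0.49).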
